# Stromal cell-mediated mitochondrial redox adaptation regulates drug resistance in childhood acute lymphoblastic leukemia

**DOI:** 10.18632/oncotarget.5528

**Published:** 2015-10-13

**Authors:** Jizhong Liu, Ashish Masurekar, Suzanne Johnson, Sohini Chakraborty, John Griffiths, Duncan Smith, Seema Alexander, Clare Dempsey, Catriona Parker, Stephanie Harrison, Yaoyong Li, Crispin Miller, Yujun Di, Zhumur Ghosh, Shekhar Krishnan, Vaskar Saha

**Keywords:** tumor microenvironment, oxidative stress, metabolic stress response, drug resistance, ALL

## Abstract

Despite the high cure rates in childhood acute lymphoblastic leukemia (ALL), relapsed ALL remains a significant clinical problem. Genetic heterogeneity does not adequately explain variations in response to therapy. The chemoprotective tumor microenvironment may additionally contribute to disease recurrence. This study identifies metabolic reprogramming of leukemic cells by bone marrow stromal cells (BMSC) as a putative mechanism of drug resistance. In a BMSC-extracellular matrix culture model, BMSC produced chemoprotective soluble factors and facilitated the emergence of a reversible multidrug resistant phenotype in ALL cells. BMSC environment induced a mitochondrial calcium influx leading to increased reactive oxygen species (ROS) levels in ALL cells. In response to this oxidative stress, drug resistant cells underwent a redox adaptation process, characterized by a decrease in ROS levels and mitochondrial membrane potential with an upregulation of antioxidant production and MCL-1 expression. Similar expanded subpopulations of low ROS expressing and drug resistant cells were identified in pre-treatment bone marrow samples from ALL patients with slower response to therapy. This suggests that the bone marrow microenvironment induces a redox adaptation in ALL subclones that protects against cytotoxic stress and potentially gives rise to minimal residual disease. Targeting metabolic remodeling by inhibiting antioxidant production and antiapoptosis was able to overcome drug resistance. Thus metabolic plasticity in leukemic cell response to environmental factors contributes to chemoresistance and disease recurrence. Adjunctive strategies targeting such processes have the potential to overcome therapeutic failure in ALL.

## INTRODUCTION

Modern chemotherapeutic regimens use ten or more different drugs over a 2–3 year period to treat childhood ALL. Though recurrences are now fewer, relapsed ALL remains the fifth most common malignancy in children [1]. The complex chemotherapy schedules and the underlying genetic heterogeneity of the disease have made it difficult to understand the biological mechanisms for the variations in response to therapy, and relapses occurs in all cytogenetic subtypes. Within all genetic subtypes of ALL, the most sensitive predictive factor of outcome is the level of minimal residual disease (MRD) in bone marrow aspirates at the end of the first month of therapy. Patients with high MRD levels have an increased risk of relapse [2]. This suggests that MRD represents drug resistant subclones selected by specific chemotherapy schedules; MRD cells survive and proliferate over time giving rise to recurrence. We recently reported the superiority of mitoxantrone over idarubicin, in the context of a randomised clinical trial in patients with relapsed ALL [3]. Both drugs were administered on the first two days of therapy but MRD levels after 4 weeks treatment were comparable in both arms, indicating that intrinsic drug resistance to idarubicin was not causal to outcome. However, patients treated with mitoxantrone experienced a higher degree of myelosupression for up to 12 months after administration, suggesting that therapeutic benefit was related to an increased toxicity to the bone marrow, indicating the role of environment mediated drug resistance (EMDR) in tumor treatment failure [4, 5].

The abnormal tumor microenvironment induces a collection of cellular stress responses and plays a major roles in determining the metabolic status and chemosensitivity in cancer cells [6]. BMSC protect cancer cells from chemotherapy by activating pro-survival signal pathways such as PI-3K/AKT [7–9]; or releasing chemoprotective factors such as asparagine [10], fatty acids [11] or cysteine [12]. Whether BMSC mediated chemoprotection facilitates the emergence of drug resistant subpopulations leading to the development of MRD; and if such cells are able to persist over the long duration of ALL therapy remains unknown. The diverse mechanisms identified for BMSC mediated drug resistance also suggest that targeting specific signalling molecules may not be sufficient to overcome BMSC mediated multidrug resistance, and common downstream survival mechanisms need to be identified.

Oncogenic signalling pathways converge to adaptive cancer cell metabolisms in order to support survival. Targeting these unique biochemical alterations in cancer cells as a potential therapeutic approach is yet to be fully exploited [6, 13]. Cancer cells have altered redox status [6, 13–15] and the modifications in the levels of ROS have been linked to radioresistance of cancer stem cells [15]. In this study we show that BMSC mediated multidrug resistance may occur through redox adaptation in ALL cells. By targeting antioxidant and anti-apoptotic capacity in leukemic cells, we identify a potential strategy to overcome therapeutic failure in ALL.

## RESULTS

### Soluble factors produced by BMSC induce a multidrug resistant phenotype in ALL cells

Co-culture of ALL cells with BMSC promote survival, growth [16], and modulate the *in vitro* response to chemotherapy [17]. Such 2-D co-culture systems are being used to test efficacy of new drugs [18] and providing insights into the mechanisms of EMDR [19]. BMSC however exist in a complex 3-D milieu along with various types of extracellular matrix (ECM) [20, 21], and 3-D *in vitro* BMSC culture systems created on artificial or natural scaffolds have provided differential insights in the mechanisms of hematopoiesis and oncogenesis [22, 23]. We selected a BMSC-ECM culture model, by growing BMSC on a biological and physiologically relevant ECM scaffold [24] (Supplementary Figure S1A). Briefly, BMSC were cultured on the plate till confluent, treated with Triton X-100 and NH_4_OH, washed with PBS to remove cellular components, only ECM remained on the plate. The ECM scaffold was produced by BMSC, contained fibronectin and collagen I (Figure 1A), and facilitated BMSC differentiation into osteoblast-like cells (Figure 1B, 1C). The BMSC-ECM culture model contained key bone marrow components including ECM, BMSC, osteoblast-like cells, and factors released by BMSC and osteoblast-like cells.

**Figure 1:**
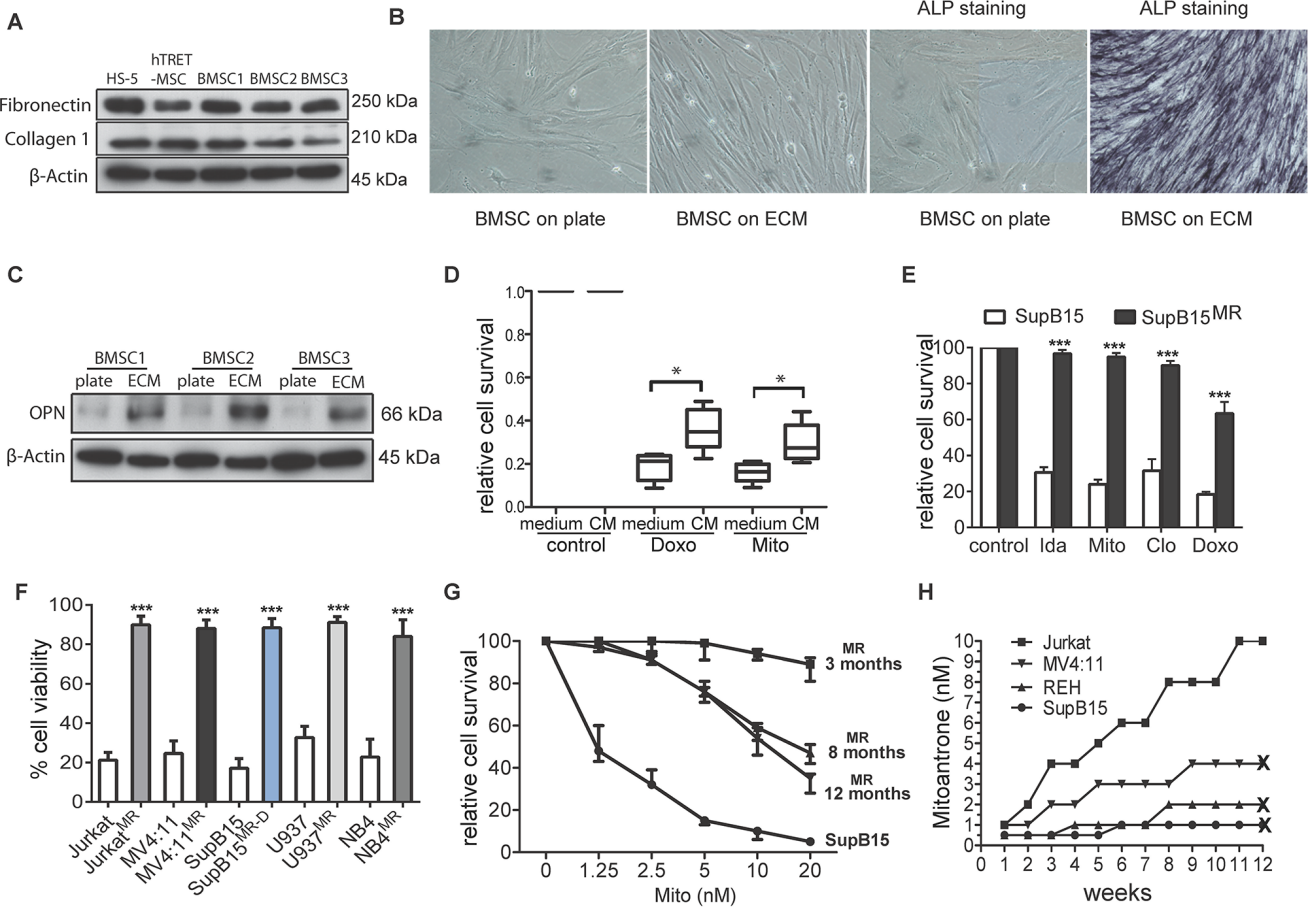
Generation of multidrug resistant subpopulations from ALL cell lines in a BMSC-ECM culture model **A.** BMSC-ECM scaffolds were generated from HS5, hTRET-BMSC, and primary BMSC from ALL patients (as BMSC1, 2, and 3); Immunoblots show the protein extracts from the ECM express fibronectin and collagen 1. β-Actin as loading control. **B.** Primary BMSC cultured on the BMSC-ECM scaffold showed filamentous spindle shaped morphology and alkaline phosphatase (ALP) positive staining (after 14 days culture). BMSC cells cultured in plate were set as control. Microscopy was performed with a Nikon TS100 Inverted Microscope at x20 magnification. **C.** When cultured on BMSC-ECM scaffold (ECM), primary BMSC have increased expression of osteopontin (OPN) compared to cells cultured on plate (BMSC-plate). β-Actin as loading control. **D.** BMSC derived CM protected primary ALL blasts from chemotherapy. Primary ALL blasts from 4 ALL patients were cultured in normal medium or CM, treated with doxorubicin (Doxo, 50 nM) or mitoxantrone (Mito 10 nM) for 3 days, cell survival were assessed by MTS assay. **E.** SupB15 and SupB15^MR^ cells were treated with idarubicin (Ida, 100 nM), Mito (10 nM), clofarabine (Clo, 300 nM), Doxo (50 nM) for 3 days. Cell survival was assessed by MTS assay. **F.** Jurkat^MR^, MV4:11^MR^, SupB15^MR-D^, U937^MR^, NB4^MR^ and their drug sensitive parent cells were treated with Mito (10 nM) for 3 days. Cell viability was assessed by trypan blue exclusion assay. **G.** Cell viability of SupB15 or SupB15^MR^ cells after treatment with increasing concentrations of Mito for 3 days. SupB15^MR^ cells which had been continuously cultured in drug-free medium for 8 or 12 months showed decreased drug resistant capacity. **H.** Jurkat, MV4:11, REH and SupB15 cells were incubated in normal medium and treated with stepwise dose increases in Mito (starting at 0.5–1 nM concentrations). Drug dose was increased when cells were observed to grow satisfactorily at a given dose level. At 3 months, only Jurkat cells survived the 10 nM of Mito; the other cell lines did not survive beyond 3 months at the indicated Mito doses. ‘X’, cell death. Data are mean ± SEM of at least three independent experiments (E,F). Non-parametric Mann-Whitney test (D) and unpaired 2-tailed Student's *t* test (E,F). *p < 0.05, ***p < 0.001.

*In vitro* BMSC mediated chemoprotection has been investigated by incubating cancer cells in BMSC derived conditioned medium (CM), or co-culturing cancer cells with BMSC, and then treating with drugs for 3 or 4 days [17, 19]. In the BMSC-ECM culture model, leukemia cells lines incubated in CM or long term co-cultured with BMSC (LTCC) showed a multi-drug resistant phenotype (Supplementary Figure S1B, S1C, S1D), a phenomenon also demonstrated by primary ALL cells (Figure 1D).

To mimic the effect of chemotherapy within the bone marrow microenvironment, ALL cell lines SupB15, REH, MV4:11 and Jurkat; acute myeloid leukemia cell line U937 and acute promyelocytic leukemia cell line NB4 cells were incubated in human BMSC cell line HS-5 derived CM, treated with 10 nM of mitoxantrone (Mito) for 6 days and then maintained in drug-free medium for 3 months. Control cells were incubated in normal medium and treated identically. This dose of drug was wholly lethal to cell in normal medium, but a population of leukemia cells incubated in CM survived the treatment and gave rise to multidrug resistant (MR) subpopulation. Similar MR cells were generated from SupB15 cells treated with doxorubicin (SupB15^MR-D^) (Figure 1E, 1F). BMSC releases small molecular weight chemoprotective molecules such as fatty acids [11] or cysteine [12]. Our results showed that both the <3kDa and ≥3kDa fraction of the CM are chemoprotective. On heating or after proteinase K treatment, CM continued to preserve its chemoprotective effects (Supplementary Figure S1E). However, neither the <3kDa nor the ≥3kDa fractions could generate MR clones from ALL cells lines (Supplementary Figure S1F), suggesting that the MR phenotype occurred as a result of multiple soluble factors present in CM.

SupB15^MR^ cells show partial restoration of chemosensitivity after 8 months of continuous culture in drug free medium (Figure 1G), indicated an epigenetic mechanism, previously described in drug resistant cell lines [25]. To further investigate the origin of the MR clones, SupB15, REH, MV4:11, or Jurkat cells were incubated in normal culture medium in the presence of 0.5 nM of MITO for 2 weeks and then with gradual increases in the Mito dose every 2–3 weeks. Cell viability was continuously monitored for 3 months. As shown in Figure 1H, drug resistant subclones were only generated from Jurkat cells. While SupB15, REH and MV4:11 cells survived treatment with 2 nM or 4 nM of Mito for a short time, they finally died out within 2–3 months. These results showed that BMSC protected ALL cells from chemotherapy in a cell type and drug-independent manner. This chemoprotection facilitated the emergence of reversible multidrug resistant subclones, which were more likely to be epigenetically derived [25].

### BMSC induces adaptation in ALL cells characterized by decreased pAKT and ROS levels and upregulation of MCL-1

In this study, BMSC mediated short-term (CM protected leukemia cells from 3–4 days' treatment) and long-term (CM help to generate drug resistant subclones) drug resistance. To investigate the mechanism underlying BMSC induced drug resistance, we first used SILAC-based phosphoproteomics to investigating the changing of signalling pathway activity in short-term (30 minutes and 2 hours) CM-exposed SupB15 cells (Supplementary Figure S2A). 1295 differentially phosphorylated peptides, attributable to 720 known proteins were identified after 2 hours' exposure to CM (Supplementary Table S1). Ingenuity pathway analysis (www.qiagen.com/ingenuity) identified activation of PI3K/AKT, MAPK and ROS pathways in SupB15 cells among others (Figure 2A and Supplementary Figure S2B). Chemosensitivity could be restored on prior exposure to PI3K inhibitors (Supplementary Figure S2C), suggesting that an alteration in PI3K signalling was contributory to the short term drug resistant phenotype.

**Figure 2:**
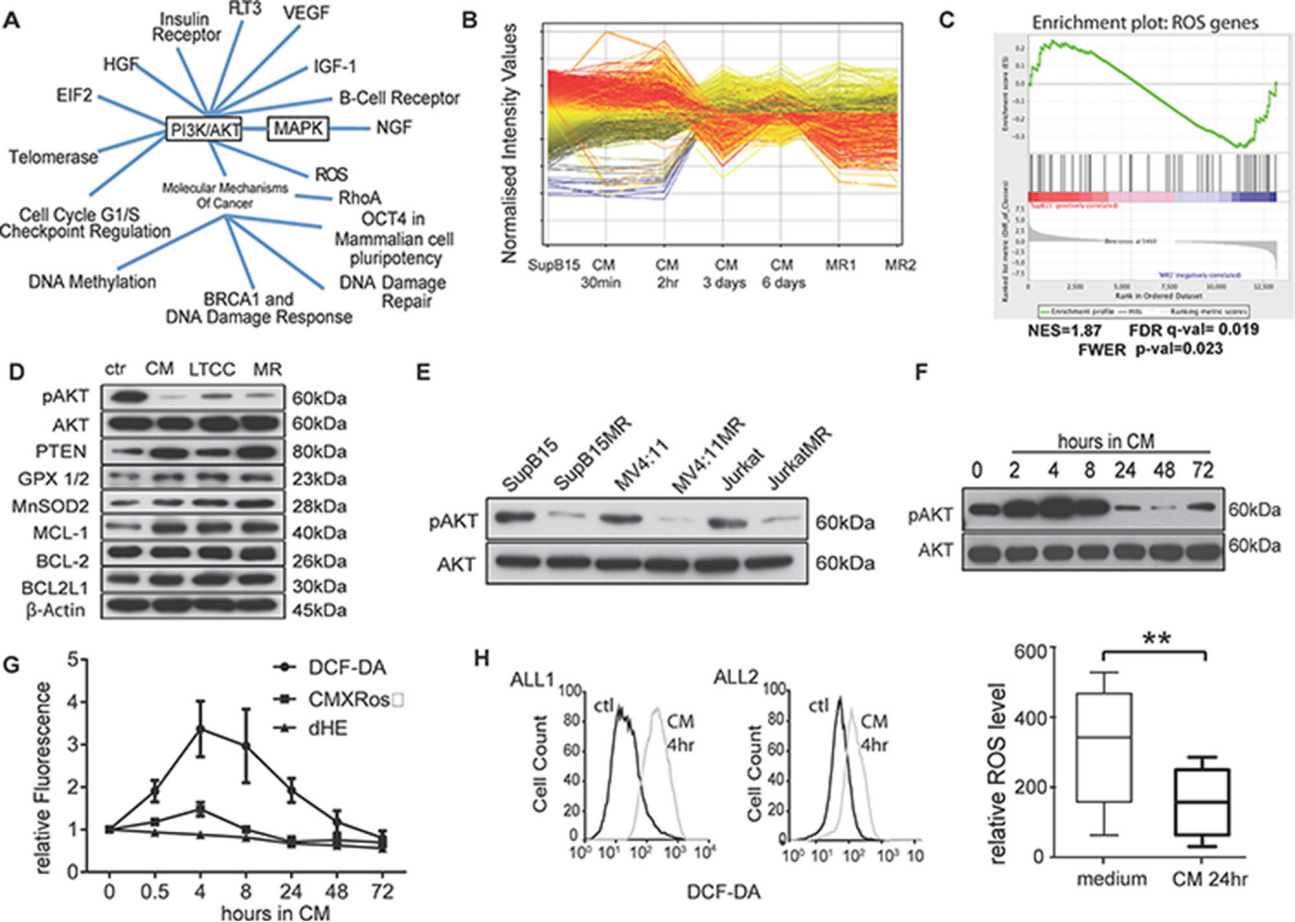
Multidrug resistant cells have lower intracellular ROS levels and AKT activity **A.** Ingenuity pathway analysis of phosphoproteomic data show signal pathways activated in SupB15 cells after exposure to HS-5 derived CM for 2 hours. **B.** Gene expression profiles of SupB15, SupB15 incubated in CM for different times, and two SupB15^MR^ clones (MR1 and MR2). Data were analysed by GeneSpring GX software (Agilent Technologies, Inc.). **C.** GSEA plot showing differential expression of ROS related genes in SupB15 and SupB15^MR^ cells. GSEA plots of gene expression related to AKT, apoptosis, chromatin remodeling, DNA repair, and ATPase are shown in Supplementary Figure S2D. **D.** Compared with SupB15 cells incubated in normal medium (ctr), SupB15 cells cultured in CM for 3 days, SupB15^LTCC^ and SupB15^MR^ show increased expression of PTEN, Glutathione peroxidase (GPX 1/2), MnSOD2 and MCL-1; decreased expression of ser473-AKT phosphorylation (pAKT), and relative unchanged expression of BCL-2 and BCL2L1. **E.** MR cells have decreased pAKT compared to their drug sensitive parent cells. All cells were maintained in normal medium. **F.** Immunoblot showing temporal biphasic expression of pAKT in SupB15 cells incubated in CM. Following an initial increase (2–8 hours incubation), pAKT expression declines (24–48 hours incubation), then stabilizes to a lowered steady state at 72 hours. **G.** ROS level (DCF-DA), Superoxide level (Dihydroethidium, dHE), and Δψm (CMXRos) in SupB15 cells when incubated in CM for 0.5 to 72 hours, cells incubated in normal medium as time ‘0′. **H.** ROS levels increased in primary ALL blasts after incubated in medium containing 50% of CM (v/v) for 4 hours (*n* = 2, histogram); and decreased after 24 hours' incubation (*n* = 6, box plot). Cells incubated in normal medium as control (ctl). Data are mean ± SEM of at least three independent experiments. Non-parametric Mann-Whitney test (H) **p < 0.01.

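In the arrays of SupB15 (n = 1) and its multidrug resistant subclones SupB15 MR (n = 2), genes of the ROS list of Supplementary Table S2 went both ways. Of 64 ROS genes tested, 17 rose in SupB15 MR, 11 fell and 36 did not pass the test (19 higher and 12 lower when adjusted over the list alone). Their median log2 fold change was 0.19, at percentile 90.66 of 10000 random lists matched on mean expression, whose median was 0.006. The median over all genes was 0. Relative to the shift between the array medians, the value of the ROS genes was 0.0004. PPP1R10, a regulatory subunit of protein phosphatase 1, rose by a log2 fold change of 5.21 (standard error 0.218, adjusted p = 0.0257 from limma), while its other probe set had a difference of 0.03. The scavenger receptor gene MSR1 rose by 4.55 (a mean of 3.01 over its 4 probe sets), and NUDT16, which encodes a nucleotide hydrolase, by 4.44, with a median of 0.77 over its other probe sets. SOD2, the mitochondrial manganese superoxide dismutase, had a log2 expression value of 5.17 in SupB15 and a mean of 8.79 in SupB15 MR. This log2 fold change of 3.63 (standard error 0.185, adjusted p = 0.0313 from limma) was on the only probe set assigned to that gene alone. The probe set that Supplementary Table S2 names for SOD2 had 1.91. At least 2-fold apart in both SupB15 MR arrays, without a test, were 23 ROS genes higher and 17 lower.
Among 31 antioxidant enzymes of a list drawn up independently of the study, 2 rose, 4 fell and 25 did not pass the test (2 higher and 4 lower when adjusted over the list alone), and their median log2 fold change was -0.41, at percentile 1.125 of 10000 random lists matched on mean expression. Camera did not call this list, with either a preset or an estimated correlation between genes. GPX3, an extracellular glutathione peroxidase, rose by 1.32. GCLM, the modifier subunit of the enzyme that starts glutathione synthesis, had a log2 fold change of -2.43, and PRDX4, a peroxiredoxin of the endoplasmic reticulum, one of -2.35. At least 2-fold apart in both SupB15 MR arrays, without a test, were 11 of these enzymes lower and 2 higher. GPX1, the cytosolic glutathione peroxidase, had a value of 10.6 in SupB15 and 7.77 in SupB15 MR, a log2 fold change of -2.83. It did not pass the threshold (adjusted p = 0.0574 from limma). It passed with median centring (-3.02, adjusted p = 0.0199 from limma), which also raised the variance that limma expects. GPX2, the gastrointestinal form, rose by 3.14 on that of its 2 probe sets with the higher mean over all arrays. The other probe set had a difference of -0.79, and in SupB15 it was the more intense, at 5.25 against 3.64.
GSEA ranked 19752 genes by the difference of the class means, with gene-set permutation. The ROS list had a normalized enrichment score of 1.28 towards SupB15 MR and an FDR q of 0.0948, which did not pass 0.05. With weight 0 in place of 1 on the same genes, the score was 2.52 (q = 0.000299). With the probe sets named in Supplementary Table S2 ranked in place of the genes, at weight 1, it was 1.75 (q = 0.000572). Camera gave this list an adjusted p of 0.915. Of the 68 probe sets that the table names for ROS, 46 were at least 2-fold higher and 19 at least 2-fold lower in SupB15 MR, whereas 16476 of all 46034 probe sets were at least 2-fold apart.

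**Figure D1:**
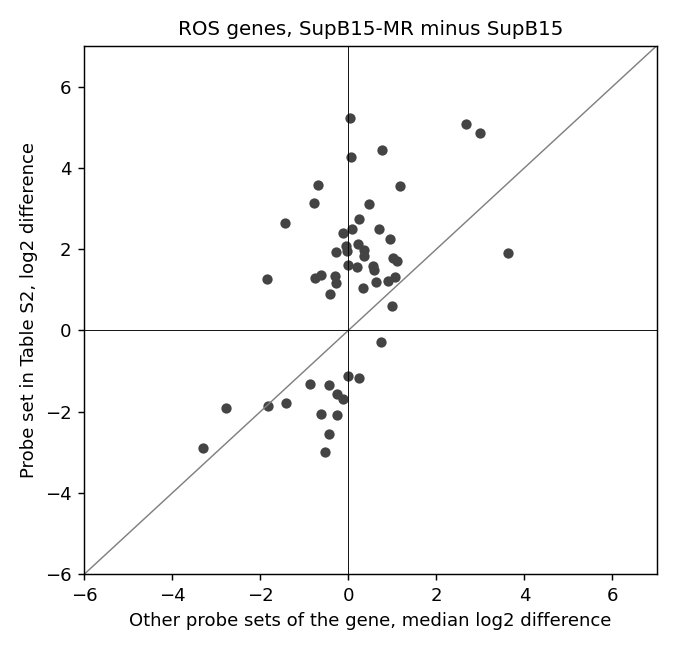
Log2 difference between SupB15 MR (mean of both arrays) and SupB15 for 54 ROS genes with more than 1 probe set. The vertical axis gives the probe set named in Supplementary Table S2 and the horizontal axis the median of the gene's other probe sets. The line marks equal values, and 39 genes lie above it.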

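Expression arrays of SupB15, a B-cell precursor ALL line, grown in normal medium (n = 1) and of its multidrug resistant subclones SupB15 MR (n = 2) were analysed; the arrays of cells incubated in CM were not analysed here. RNA was amplified and labelled by the authors with the NuGEN Ovation system and hybridized to Affymetrix arrays, and the deposited values are log2 expression values for 54675 probe sets after RMA. The median value was 5.08 in SupB15 and 5.27 and 5.28 in the SupB15 MR arrays, a shift of 0.19, so that centring the arrays lowers every log2 fold change below by that amount. Arrays have no depth, and their number limits the precision.
The control probe sets differed between the groups. The 28S ribosomal RNA probe sets went both ways in the SupB15 MR arrays: on the log2 scale the 5' probe set was 4.62 and 4.64 higher and the middle one 2.91 and 2.96 higher, and the 3' probe set had a difference of -0.90 in both. The 3 probe sets of 18S were higher by 6.57 to 7.84. The median of the hybridization spikes was 2.55 higher and that of the poly(A) spikes 1.76 higher, and the ACTB and GAPDH control probe sets had differences of -1.04 and -1.38. The 3' probe set of ACTB exceeded its 5' probe set by 0.80 in SupB15 and by 2.59 and 2.43 in SupB15 MR. For GAPDH the same difference was 0.10 in SupB15, and -0.09 and -0.11 in SupB15 MR. The SupB15 MR arrays held identical values for 23368 probe sets (42.7%), and all 3 arrays for 7470; of the probe sets called below, 2825 have identical values in both SupB15 MR arrays.
Probe sets at or below the 20th percentile of all values in every array were removed, which left 46034. Differential expression was tested with limma on 1 residual degree of freedom, and a probe set was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. Genes are represented by the probe set with the highest mean among those that belong to that gene alone, for 19752 genes. The text calls it the most intense probe set. As 2 of the 3 arrays are of SupB15 MR, this choice favours probe sets that are high in SupB15 MR. A rise on such a probe set can therefore depend on the choice. An exact test of 1 array against 2 has only 3 splits. SupB15 has 1 array and so no spread of its own. The spread behind every limma p-value came from the SupB15 MR arrays alone. The calls of genes that rose or fell therefore take no account of variation between SupB15 cultures. Identical values lower the variance that limma expects to a prior SD of 0.00102 on 0.313 degrees of freedom, so that probe sets with identical values have small p-values and some large folds miss the threshold. In simulated data with such identical values, 18951 unchanged probe sets fell below the adjusted p threshold, and 3 also passed 2-fold, so that the adjusted p of a probe set with identical values is not evidence of a change by itself. Of 106 called genes that the naming rule gives, 12 have identical values in both SupB15 MR arrays, among them AKT1, ATP6AP1, BAK1, CCNB1, GPX3, GSDME, JCHAIN, LCK, LSS and STC2.

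**Figure D2:**
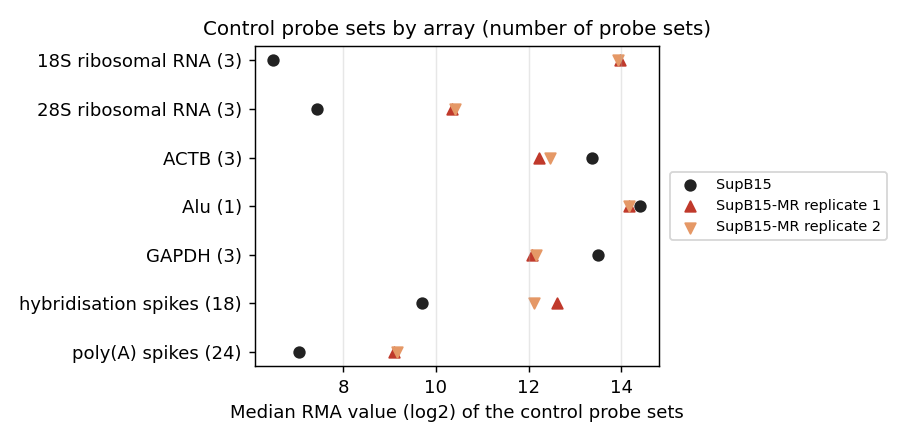
Median RMA value, on the log2 scale, of each kind of control probe set in the SupB15 array and both SupB15 MR arrays, with the number of probe sets in brackets. The median of the 3 28S probe sets, which went both ways, lies at 7.45 in SupB15 and at 10.4 in both SupB15 MR arrays.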

Comparative gene expression analysis were performed on normal cultured SupB15; SupB15^MR^; and SupB15 cells incubated in CM for different times (from 30 minutes to 6 days) (Figure 2B). 

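Of 17460 genes tested, 2065 rose and 1583 fell in SupB15 MR, and 444 of the 2287 called genes with several probe sets had another probe set at least 2-fold in the opposite direction. Of 32 cell cycle and proliferation genes, 5 rose, 1 fell and 26 did not pass the test. CCNE1, the cyclin of entry into S phase, rose by a log2 fold change of 2.09 (standard error 0.0119, adjusted p = 0.00289 from limma). CCNB1, a mitotic cyclin, rose by 1.69, and RRM2, a subunit of ribonucleotide reductase, by 1.38. The mean over all their probe sets was 1.35 for CCNE1, 0.96 for CCNB1 and 0.52 for RRM2. The proliferation marker MKI67 rose by 1.68 on its most intense probe set, while another of its 4 probe sets was at least 2-fold lower. Of 6 CDK inhibitors, none passed the test. CDKN1A had a log2 fold change of -0.18 (adjusted p = 0.212) and CDKN1B one of -2.48 (adjusted p = 0.125), at least 2-fold lower in both SupB15 MR arrays, and CDKN2D passed with median centring (-1.18, adjusted p = 0.0237).
In the apoptosis machinery, the death effectors BAX and BAK1 rose by 1.30 and 1.29 and BMF, a BH3-only gene, had a log2 fold change of -2.03, so that of 10 pro-apoptotic BCL2 family genes 2 rose, 1 fell and 7 did not pass. None of 4 anti-apoptotic genes was called. MCL1 had a log2 fold change of 0.80, under 2-fold, on a probe set with identical values in both SupB15 MR arrays, and its 6 probe sets ranged from -2.08 to 5.30, with 3 at least 2-fold higher, 1 at least 2-fold lower and a mean of 1.78. BCL2 had 0.43 (adjusted p = 0.105 from limma) on its most intense probe set, while its other 3 probe sets were at least 2-fold higher, up to 3.80. BCL2L1 had 1.58 (adjusted p = 0.103 from limma), and its 4 probe sets ranged from -1.28 to 2.29. The lowest of these, -1.28, was on the probe set that was the most intense in SupB15 (7.07). Of 19 p53 targets, 3 rose and 2 fell. TNFRSF10B, the death receptor for TRAIL, rose by 2.43. TP53INP1 had -4.05, with another probe set at least 2-fold higher and a mean of -0.997, under 2-fold, over its 3 probe sets.
In PI3K-AKT signalling, AKT1 had a log2 fold change of -1.76 on its only probe set, with identical values in both SupB15 MR arrays. AKT2 rose by 3.50 on its probe set with the highest mean over all arrays. That probe set had 5.71 in SupB15, where another was the most intense (7.94) and had a difference of -0.42. Of the 7 probe sets of AKT2, 3 were at least 2-fold higher and none as much lower, with a mean of 0.88 over all 7. Of 8 genes that restrain the pathway, 1 fell (TSC2, -1.15, with 0.71 on its other probe set) and 7 did not pass. Of 19 FOXO targets, 2 rose and 2 fell; SESN3, a stress-induced sestrin, rose by 4.06, with a mean of 1.68 over its 7 probe sets.
Of 26 interferon response genes, 6 rose and 5 fell. The cytosolic RNA sensor gene RIGI rose by 3.77 and IFI44 by 4.50, with means over all their probe sets of 1.38 and 2.25, whereas IFITM1 and IFITM3, which restrict virus entry, had -5.77 and -5.56. Of 13 HLA class II presentation genes, 4 rose and 1 fell. CIITA, the class II transactivator, rose by 5.14, HLA-DOA by 2.16 and HLA-DPA1 by 1.67, and HLA-DQB1 had -3.65 on its most intense probe set, while 2 of its 7 probe sets were at least 2-fold higher and their mean was -0.07. Of 12 HLA class I genes none rose and 2 fell, HLA-C (-1.65) and HLA-B (-1.29). The 25 lists, fixed independently of the data, and the 6 lists of Supplementary Table S2 were tested together with camera, and 0 of the 31 passed an adjusted p of 0.05 with the preset correlation of 0.01; 2 had an unadjusted p of at most 0.05, HLA class I presentation (p = 0.0171; median log2 fold change -0.60, at percentile 2.49 of matched random lists) and the ATF4 amino acid response (p = 0.0219).
Adjusted over the list alone, the counts of these lists were the same, except that 2 pro-apoptotic genes were lower. At least 2-fold higher and lower in both SupB15 MR arrays, without a test, were 6 and 3 cell cycle genes, none and 1 of the CDK inhibitors, 2 and 3 pro-apoptotic and 1 and none of the anti-apoptotic genes, 3 and 5 p53 targets, none and 2 of the genes that restrain PI3K-AKT signalling, 3 and 3 FOXO targets, 7 and 7 interferon response genes, 5 and 1 HLA class II and none and 3 of the HLA class I genes. In total, 10491 of 46034 probe sets were called, 6021 higher and 4470 lower in SupB15 MR. Centring the arrays on their medians gave 6557 higher and 7798 lower. A 1-way ANOVA of these 3 arrays, with 1 residual degree of freedom, gave 0 (6778 at an unadjusted p of at most 0.05 and 2-fold). The methods name an ANOVA, but the paper's groups included cells in CM. Its ANOVA was therefore not repeated here, and the 0 says nothing about it. The ANOVA of 3 arrays ran on 27745 probe sets, because the 18289 with identical values in both SupB15 MR arrays have no residual spread. The fall to 0 thus goes with fewer probe sets tested as well as with another test.

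**Figure D3:**
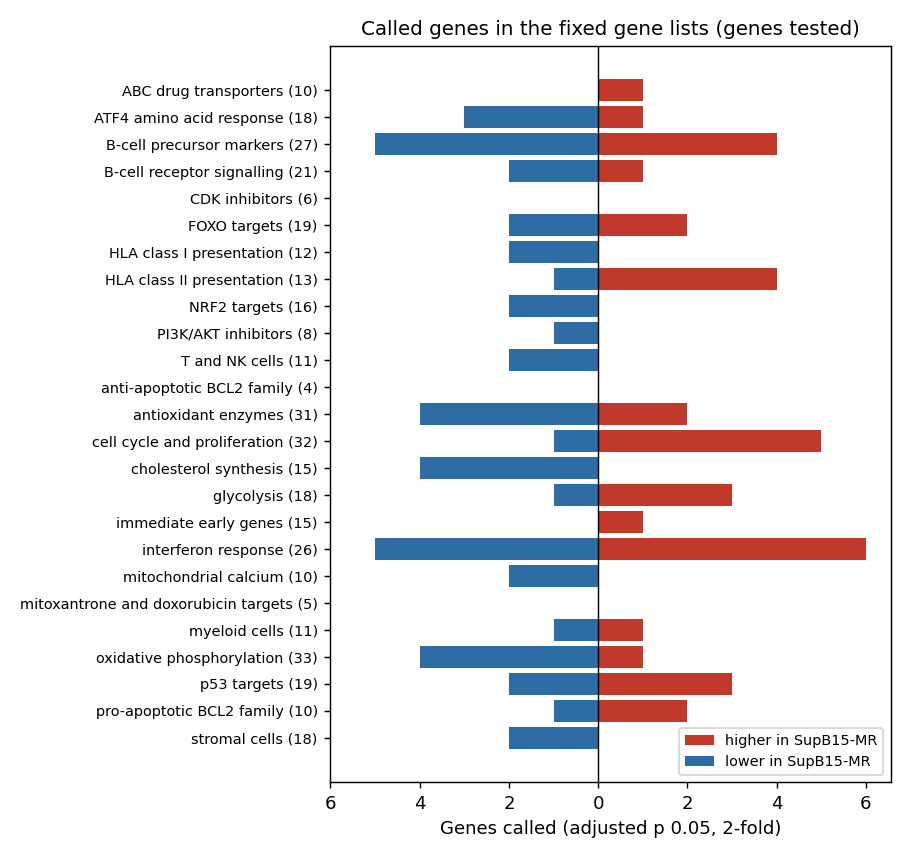
Number of called genes in each of the 25 fixed gene lists, with genes higher in SupB15 MR to the right, genes lower to the left and the number of genes tested in brackets. The interferon response list has 6 genes higher and 5 lower.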

Functional annotation and gene set enrichment analysis of the 6,357 genes differentially expressed between normal cultured SupB15 and the other treatment groups, revealed significant association with regulation of ROS, PI3K-AKT, MAPK, apoptosis and cell cycle checkpoint pathways (Figure 2C and Supplementary Figure S2D, S2E; Supplementary Tables S2 and S3). Based on this functional information, a heatmap with the representative gene set (2489 genes) confirmed the distinct contrast in gene expression signature between MR clones and their corresponding wild type control (Supplementary Figure S2F). 

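Among the called genes, the largest rise in SupB15 MR was that of TMEFF2. This gene, which encodes a transmembrane protein with follistatin-like domains, had a log2 value of 5.32 in SupB15 and a mean of 14.2 in SupB15 MR, a log2 fold change of 8.90 (standard error 0.0962, adjusted p = 0.00591 from limma), although only 1 of its 3 probe sets was at least 2-fold higher and their mean was 3.13. RUBCNL, PCLO and RERGL rose by 8.13, 8.04 and 7.82, PTPRC, the leukocyte common antigen CD45, by 7.39, the RNA-binding protein gene IGF2BP1 by 7.16 and the antisense RNA DSG2-AS1 by 6.69. Over all their probe sets the means were 6.93 for RUBCNL, 5.49 for PCLO, 3.98 for PTPRC (3 of 5 at least 2-fold higher), 5.06 for IGF2BP1 and 2.49 for DSG2-AS1 (1 of 3). The other large rises were in the histone genes H4C5 (8.18), H2AC8 (7.75), H2BC14 (7.59), H4C8 (7.28, with a mean of 3.70 over its 2 probe sets) and H3C11 (7.15). The SupB15 values of RERGL, IGF2BP1, DSG2-AS1, H2AC8, H2BC14 and H4C8 lay at or below 3.47, the 20th percentile of all values, so that their baseline is near background and the size of their rises, and their order, are limited by it. Of 39 replication-dependent histone genes, a list added after the values were seen, 28 rose, none fell and 11 did not pass (32 higher when adjusted over the list alone); their transcripts lack a poly(A) tail. The camera p of this list was 1.22e-05 with the preset correlation, and p = 0.355 with an estimated correlation. In the same arrays the 18S ribosomal RNA control probe sets were 6.96 higher on the log2 scale.
BCAT1, a branched-chain amino acid transaminase, had a value of 11.7 in SupB15 and 3.21 in SupB15 MR, a log2 fold change of -8.48 (standard error 0.108, adjusted p = 0.00716 from limma), with all 4 of its probe sets lower. COL6A3, a collagen VI chain, had a log2 fold change of -8.06, GSDME, a gasdermin, -8.01, TPD52 -7.69, EFEMP1 -7.55, SNX7 -7.46, JCHAIN -6.79, NUDT19 -6.78, S100A16 -6.76 and MARCKS -6.63; the means over all probe sets were -5.08 for EFEMP1 and -3.53 for MARCKS. VPREB1, a chain of the surrogate light chain of precursor B cells, and CD34, the progenitor surface antigen, fell as well, with -6.41 and -6.38. The SupB15 MR means of BCAT1, COL6A3, GSDME, EFEMP1, SNX7, JCHAIN, NUDT19 and MARCKS lay below 3.47, the 20th percentile of all values. The size of their falls, and their order, are limited by that background. Of 27 B-cell precursor markers, 4 rose, 5 fell and 18 did not pass (5 higher and 5 lower when adjusted over the list alone; 5 and 8 at least 2-fold in both SupB15 MR arrays); CD9 had -5.31 (a mean of -2.47 over its 3 probe sets) and TCF3 rose by 4.66 on its most intense probe set, with 6 of its 14 probe sets at least 2-fold higher, 3 at least 2-fold lower and a mean of 1.25. Of 18 ATF4 target genes of the amino acid response, 1 rose and 3 fell (none higher and 2 lower when adjusted over the list alone), while 11 were at least 2-fold lower in both SupB15 MR arrays. STC2 had -5.25, SLC3A2, the heavy chain of several amino acid transporters, -3.18 and CHAC1 -3.12, and SHMT2 rose by 1.36, with a mean of 0.27 over its 3 probe sets. The median of this list was -1.41, at percentile 0 of 10000 random lists matched on mean expression, while camera gave it an adjusted p of 0.340, and adjusted p = 0.999 with an estimated correlation.
Across the 46034 probe sets, which are not independent replicates, SupB15 correlated with each SupB15 MR array with an r of 0.776, and the SupB15 MR arrays with each other with 0.994. At least 2-fold differences separated SupB15 from the SupB15 MR arrays at 16512 and 16459 probe sets and the SupB15 MR arrays from each other at 218. The log2 ratios of both SupB15 MR arrays share the single SupB15 array. Their correlation was 0.986, against 0.500 in simulations without any effect, and their covariance was 1.88 against 0.0268. They shared 8405 probe sets at least 2-fold higher and 6895 at least 2-fold lower, against 1769 and 1210 for independent lists, and part of the excess may come from the shared array. From its heat map, the paper concludes that the signatures of the MR clones and the parental cells differ.

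**Figure D4:**
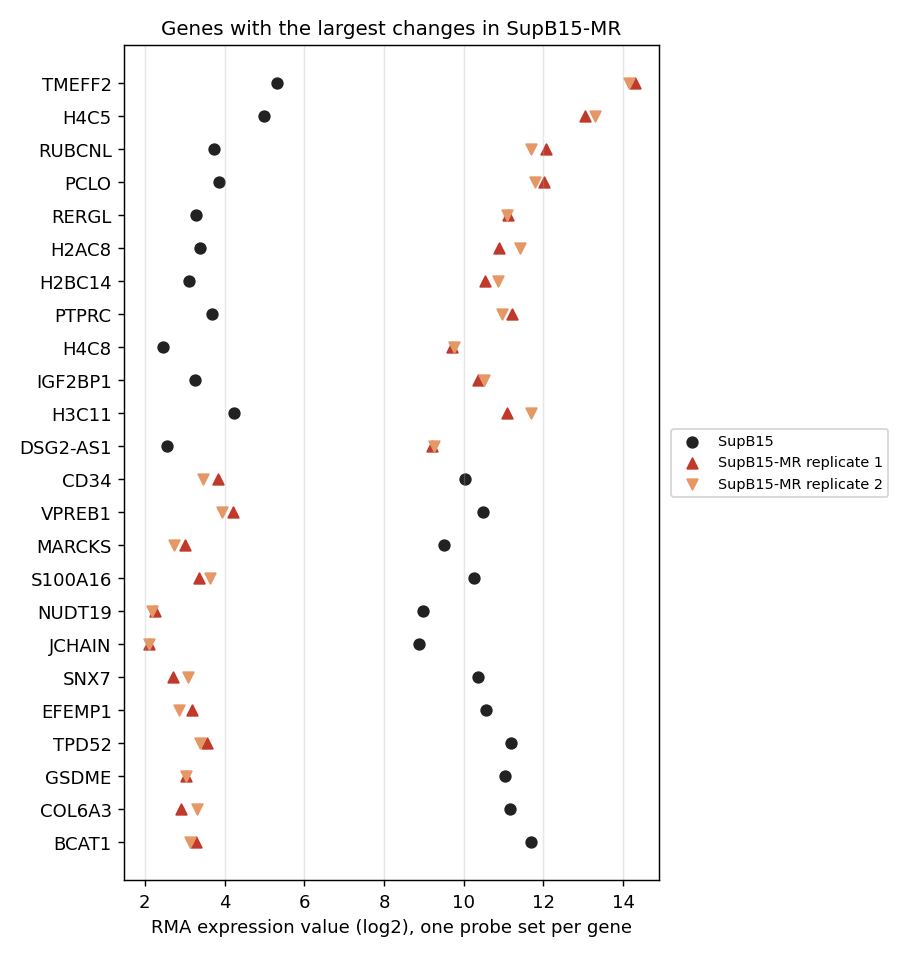
RMA expression values, on the log2 scale, of the 12 genes with the largest rises and the 12 with the largest falls in SupB15 MR, for the SupB15 array and both SupB15 MR arrays. BCAT1, at the bottom, lies at 11.7 in SupB15 and near 3.21 in SupB15 MR.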

Principal component analysis identified two distinct clusters with similarity between SupB15^MR^ and SupB15 cells exposed to CM for 3 or 6 days (Supplementary Figure S2G). This suggested a temporal switch in drug resistant pathways between 3–6 days of exposure to CM. Verification of the identified pathways using Western blot showed that drug resistant cells, including MR cells, SupB15 cells incubated in CM for 3 days, and SupB15^LTCC^ cells, had increased expression of antioxidants (MnSOD2, GPX1/2), anti-apoptotoic protein MCL-1, and decreased AKT ser473 phosphorylation when compared to cells grown in normal medium (Figure 2D). Low pAKT was also detected in Jurkat^MR^ and MV4:11^MR^ cells (Figure 2E).

Time course experiments were performed to investigate the effects of CM on AKT activity in ALL cells. As shown in Figure 2F, AKT activity in SupB15 cells fluctuated according to incubation time. After exposure to CM, AKT ser-473 phosphorylation increased at 2–8 hours with a subsequent decline from 24 hours to a steady level at 72 hours. Intracellular ROS level in ALL cells showed similar fluctuations after exposure to CM. In SupB15 cells, ROS levels and mitochondrial membrane potential (Δψm) increased from 0.5 hours, peaked at 4 hours, and decreased to lower than basal levels at 72 hours (Figure 2G). In primary ALL blasts, ROS levels increased after 2 hours' exposure to CM, but decreased after 24 hours (Figure 2H). MR cells too have lower intracellular ROS levels and Δψm when compared with their drug sensitive parent cells (Supplementary Figure S2H, S2I).

### BMSC induced chemoresistance is distinct from its effect on cellular proliferation

Constitutive activation of the PI3K/AKT pathway promotes cancer cell proliferation [26–29]. The low AKT activity mediated by BMSC in ALL cells was associated with decreased cellular proliferation (Figure 3A) and cell cycle progression (Figure 3B), and increased p27 expression (Figure 3C) *in vitro*. Comparing with SupB15 cells, SupB15^MR^ showed delayed engraftment kinetics in NOD-*scid* IL2Rgamma^null^ (NSG) mice (Figure 3D). This is consistent with evidence that BMSC inhibit proliferation and function of immune cells [30, 31], as ALL cells are malignant counterparts of immature lymphocytes.

**Figure 3:**
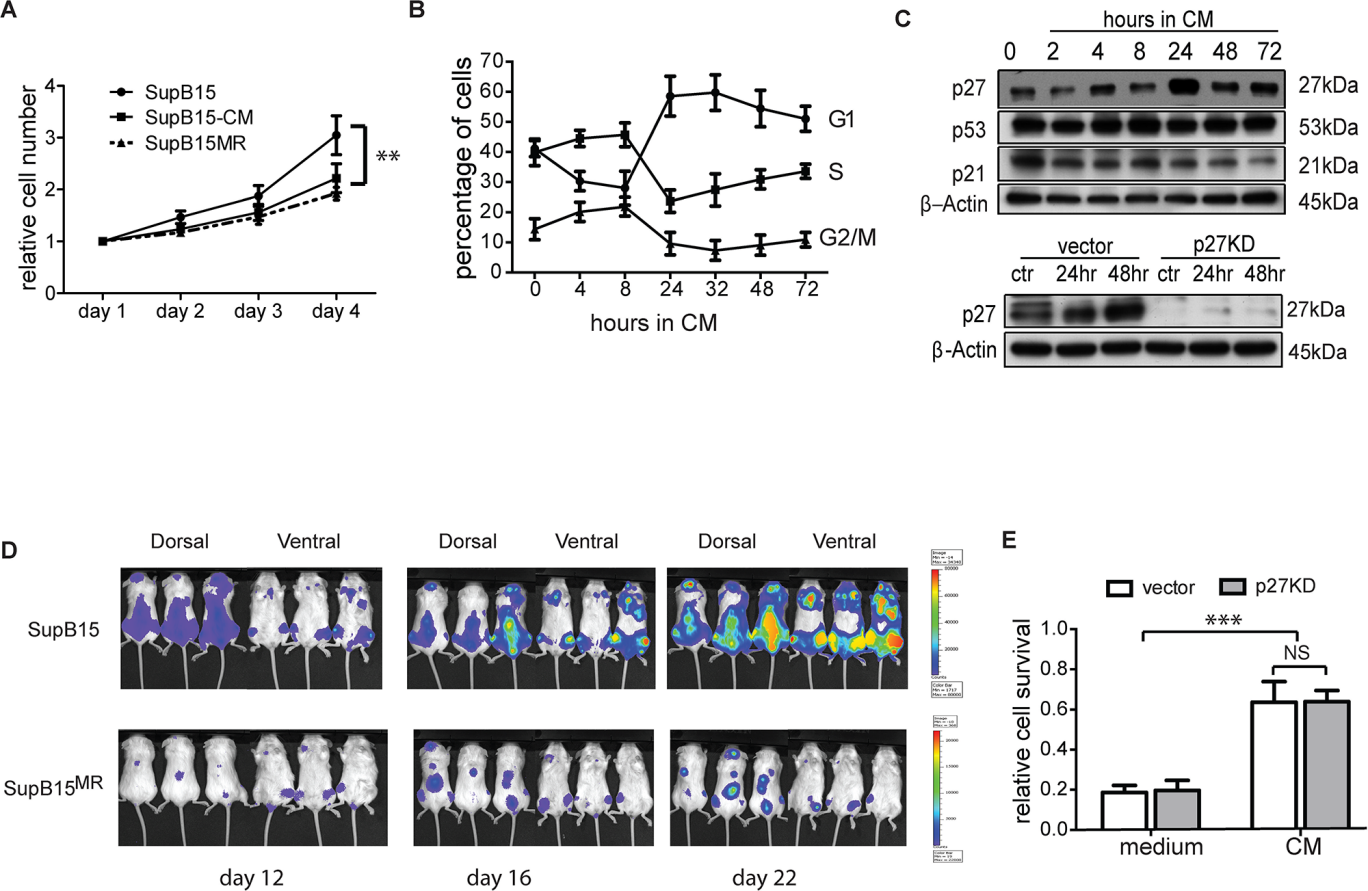
BMSC induced chemoresistance is distinct from its effect on cellular proliferation **A.** SupB15 and SupB15^MR^ cells were cultured in normal medium; or SupB15 cells were maintained in medium containing 50% of CM (v/v) for 4 days. Cell number were normalised to day 1. Cell proliferation was assessed with MTS assay. **B.** Cell cycle progression in SupB15 cells when cultured in CM. After 24 to 72 hours, cells showed a higher proportion of cells in G1 phase, lower proportion of cells in S and G2/M phase. **C.** After incubation in CM for 24 to 72 hours, SupB15 cells showed increased expression of p27, decreased expression of p21, the expression of p53 did not change (upper panel). CM failed to upregulate p27 expression in SupB15^p27KD^ cells (lower panel) after 24 or 48 hours' incubation. **D.** 1 × 10^5^ of SupB15^LucGFP^ or SupB15^MRLucGFP^ cells were injected into NSG mice (*n* = 6 each group) intravenously. Representative images of 3 mice from a cohort of 6 animals showing delayed engraftment kinetics of SupB15^MR^ transplanted mice when comparing with SupB15 cells. Leukemia engraftment was measured with bioluminescence. **E.** SupB15 cells with p27 wild type (vector) or knockdown (p27KD) were incubated in normal medium or CM. CM equally protected SupB15^vector^ and SupB15^p27kd^ cells from Doxo (50 nM, 72 hours) treatment. Data are mean ± SEM of at least three independent experiments (A,B,E). unpaired 2-tailed Student's *t* test (A, E). **p < 0.01, ***p < 0.001.

To assess the association between BMSC mediated growth suppression and chemoprotection, SupB15 cells were stably transduced with p27shRNA (SupB15^p27kd^) or vector control (SupB15^vector^), incubated in CM or normal medium and treated with doxorubicin for 3 days. Unlike that observed from SupB15^vector^ cells, SupB15^p27kd^ cells grew at a similar rate when cultured in CM or normal medium (Figure 3C, lower panel; and 3E). Nevertheless, CM was equally protective of SupB15^p27kd^ or SupB15^vector^ cells against doxorubicin (Supplementary Figure S3A). When incubated in CM, SupB15 cells have high AKT activity at 2 hours and low AKT phosphorylation after 24 hours (Figure 2F). The proportion of cells at G1 phase was increased significantly after 24 hours incubation (Figure 3B). 10 nM of Mito was added into culture at these two time points (2 hours and 24 hours after incubation in CM). After 3 days' treatment, cell survivals in these two groups were similar (Supplementary Figure S3B). These results suggested that BMSC-ECM mediated chemoprotection is not regulated by alterations in cellular proliferation.

### BMSC regulates intracellular ROS level and induce redox adaptation in ALL cells

Compared with cells in normal medium, medium containing 25% CM (v/v) also increased ROS levels (Figure 4A), suggesting that the increased ROS production in ALL cells was not due to the lack of nutrients in CM. ROS generating enzymes are activated by increased mitochondrial calcium (mCa^2+^) concentrations [32]. To examine whether BMSC regulation of ROS metabolism was related to mCa^2+^ influx, SupB15 cells were incubated in CM and mCa^2+^ concentrations were assessed by Rhod-2 staining followed with flow cytometry analysis. mCa^2+^ concentrations increased after 30 minutes, and gradually decreased from 2 hours returning to basal levels after 24 hours. Intracellular ROS levels paralleled the temporal changes in mCa^2+^ concentrations (Figure 4B). The fluctuations of mitochondrial calcium influx were unrelated to intercellular Ca^2+^ concentrations as they were similar in both CM (30.6 ± 2.42mg/L) and normal medium (30.8 ± 0.8mg/L). RU360, a selective inhibitor of mitochondrial calcium uptake, suppressed CM induced ROS generation (Figure 4C). As RU360 is unstable in the presence of oxygen, the calcium chelator BAPTA-AM was used to test the role of mCa^2+^ influx in CM induced drug resistance. CM failed to stimulate ROS generation (Figure 4D) or provide chemoprotection in BAPTA-AM pre-treated ALL cells (Figure 4E).

**Figure 4:**
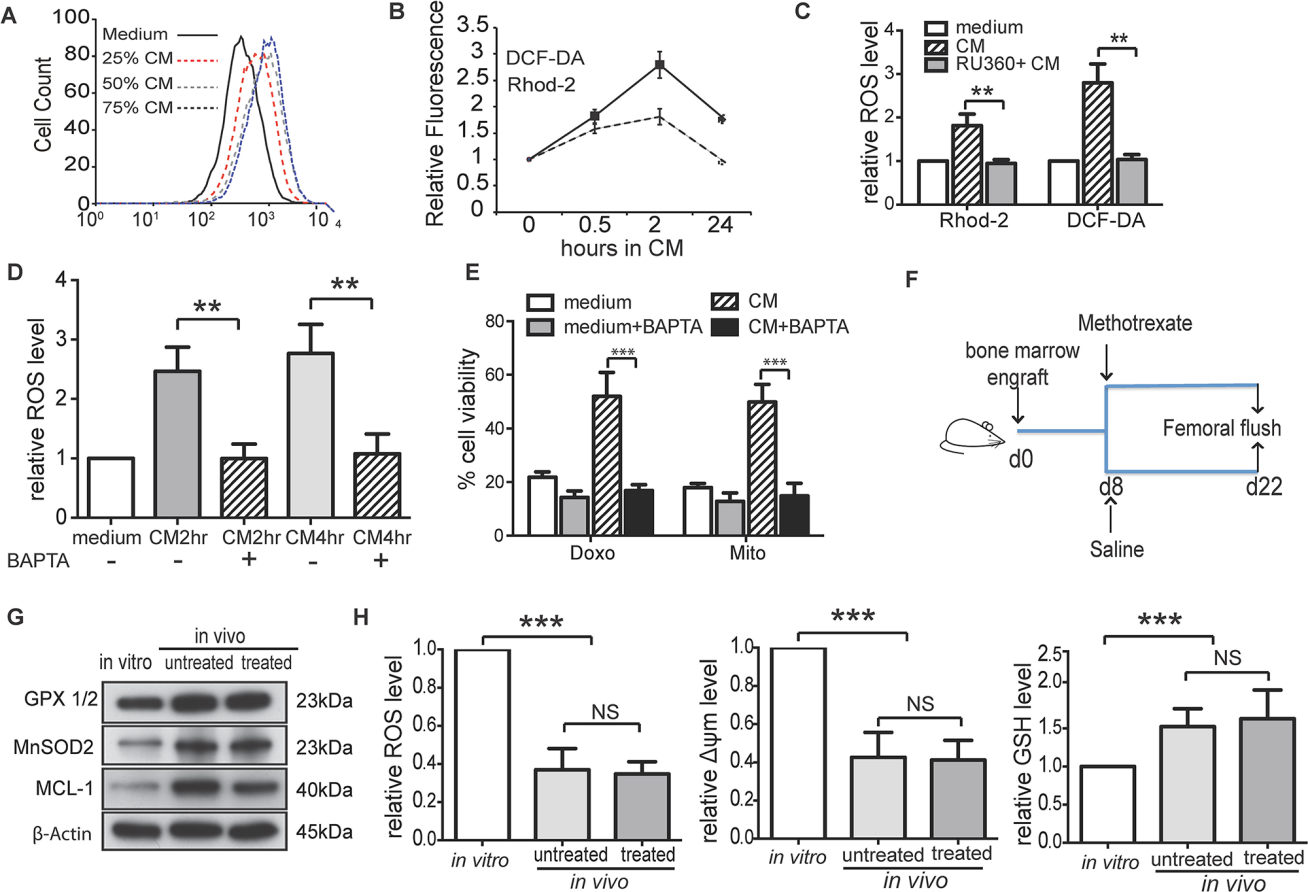
BMSC regulates intracellular ROS levels and induce redox adaptation in ALL cells **A.** Medium containing different proportion of CM (25%, 50% or 75%, v/v) increased ROS production in REH cells after 4 hours' incubation. **B.** Level of ROS (DCF-DA) and mitochondrial calcium (Rhod-2) in SupB15 cells after incubation in CM for indicated times. **C.** SupB15 cells were treated with RU360 (10 μM) for 1 hour, then incubated in CM for 2 hours. CM failed to increase ROS level. **D.** and **E.** Pre-treatment of SupB15 cells with BAPTA-AM (3 μM, 2 hours) inhibited (D) CM induced ROS generation and (E) CM mediated chemoprotection. **F.** and **G.** Intrafemorally engrafted SupB15^LucGFP^ cells showed increased expression of GPX1/2, MnSOD2, and MCL-1 when compared to SupB15^LucGFP^ cells cultured *in vitro*. **H.** Intrafemorally engrafted SupB15^LucGFP^ cells had lower levels of ROS and Δψm; higher level of GSH when compared to *in vitro* cultured cells. *n* = 6 mice per group. Data are mean ± SEM of at least three independent experiments (C,D,E). Non-parametric Mann-Whitney test (H) and unpaired 2-tailed Student's *t* test (C,D,E). **p < 0.01, ***p < 0.001.

We have shown that BMSC-CM dynamically regulated ROS levels in ALL cells and resulted in a low intracellular ROS status. The decreased ROS levels in ALL cells after incubation in CM was not the consequence of CM mediated growth inhibition, as SupB15^p27kd^ cells have the same proliferation rate when cultured in normal or CM, but ROS levels decreased after incubation in CM for 72 h (Supplementary Figure S4). These findings suggested that the BMSC microenvironment induced a redox adaptation in ALL cells. To address this hypothesis, NSG mice were engrafted intrafemorally with 1 × 10^5^ of SupB15^LucGFP^ cells and treated with methotrexate (5 mg/kg) or saline from day 8 (Figure 4F). Compared with *in vitro* cultured cells, SupB15^LucGFP^ cells obtained from femoral flushes of both treated and untreated mice showed higher expression of GPX1/2, MnSOD2 and MCL-1 (Figure 4G), lower levels of ROS and Δψm, and higher levels of GSH (Figure 4H). Together, BMSC microenvironment induces an initial increase in intracellular ROS levels and Δψm via an influx of calcium ions into mitochondria. As excess ROS is harmful to cells, ALL cells adapt to this oxidative stress by increasing antioxidant production and lowering intracellular ROS levels. This redox-adapted phenotype is maintained by cells surviving post exposure to chemotherapy, as illustrated by MR cells.

### Low ROS levels characterize subpopulations of primary ALL cells with relative resistance to chemotherapy

Both long term CM-exposed ALL cells and MR cells had low ROS levels. We proposed that ROS^low^ subpopulations of CM-exposed ALL cells were likely to be more resistant to chemotherapy than ROS^high^ subpopulations. To test this, SupB15 cells were incubated in CM for 6 days and sorted into ROS^low^ and ROS^high^ populations (<10% of whole population) using DCF-DA staining. ROS^low^ cells were relative resistant to chemotherapy with Mito or Doxo when compared to ROS^high^ cells on (Figure 5A). Next we examined the chemosensitivity of the subpopulations in primary ALL blasts with differential intracellular ROS levels. CD19+ primary ALL blast cells, obtained from diagnostic bone marrow aspirates could be characterized into 3 subpopulations based on ROS levels, low, medium and high. After exposure to CM for 24 hours, there was a moderate expansion in the ROS^low^ subpopulation (Figure 5B). We engrafted primary ALL cells intrafemorally in non-irradiated NSG mice. Femoral flushes were obtained on evidence of engraftment and purified CD19+ ALL blasts were sorted into ROS^low^ and ROS^high^ populations, treated with Mito or Doxo for 3 days. ROS^low^ cells were again shown to be comparatively more drug resistant than ROS^high^ cells (Figure 5C).

**Figure 5:**
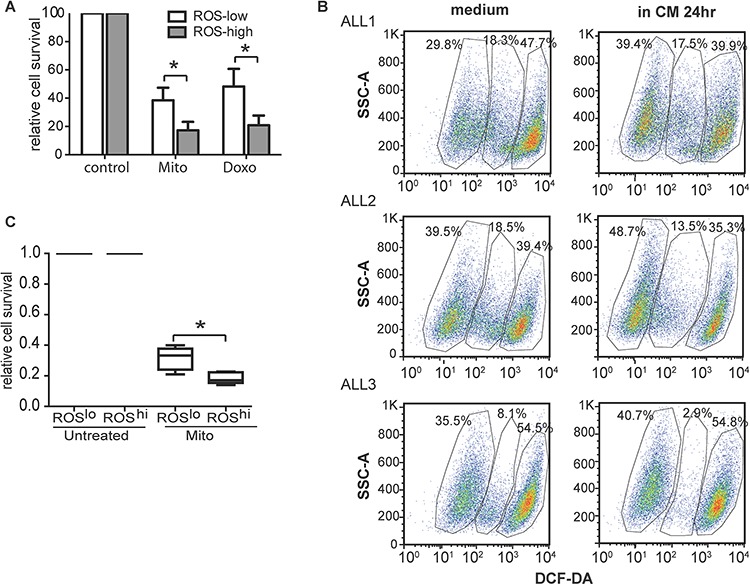
Low ROS levels characterized subpopulations of primary ALL cells with relative resistance to chemotherapy **A.** Ros^low^ SupB15 cells were relatively drug resistant than that of Ros^high^ cells after treated with Mito (10 nM) or Doxo (50 nM) for 72 hours. **B.** Flow cytometry dot plots (side scatter SSC *vs* DCF-DA staining) indicated presence of distinct ROS^high^, ROS^intermediate^ and ROS^low^ subpopulations in CD19 positive primary ALL cells (ALL1, ALL2, ALL3). The ROS^low^ subpopulation expanded on 24-hours incubation with CM. Lymphoprep™ density gradient centrifugation were used to exclude dead cells. After 24 hours' incubation in normal medium or CM, cell viability were more than 90% (Trypan blue exclusive assay), and cells incubated in CM had better viability than cells incubated in normal medium. Dead cells were further excluded by SSC/FSC gating on Flowjo software. **C.** ROS^low^ populations of primagraft ALL blasts were more drug resistant than that of ROS^high^ cells (*n* = 5). CD19 positive primagraft cells were collected from mice bone marrow flushes, purified with magnetic purification, and dead cells were excluded by Lymphoprep™ density gradient centrifugation. Cells were sorted into ROS^low^ and ROS^high^ cells based on intracellular ROS level (DCF-DA staining). In the process of cell sorting, dead/dying cells were excluded by SSC/FSC gating and propidium iodid (PI) staining. Cells were then incubated in medium containing 50% CM (CM), and treated with Mito (15 nM) for 72 hours. Data are mean ± SEM of at least three independent experiments. unpaired 2-tailed Student's *t* test (A) and Non-parametric Mann-Whitney test (C) *p < 0.05, ***p < 0.001.

### Inhibiting antioxidants and antiapoptotic capacity overcomes BMSC mediated drug resistance

As shown earlier, the drug resistant phenotype was further characterized by upregulation of the antiapoptotic BCL2 family members BCL-2, BCL2L1 and MCL-1. Overexpression of MCL-1 has been previously associated with drug resistance in cancer [33–35]. MCL-1 was upregulated in LTCC, CM exposed ALL cells, MR cells (Figure 2D), and bone marrow engrafted primary ALL cells (Figure 4G). Transient MCL-1 knockdown by siRNA, or the MCL-1 inhibitor Obatoclax sensitized SupB15 and SupB15^MR^ cells to H_2_O_2_ cytotoxicity (Figures 6A, 6B, and Supplementary Figure S5), suggesting that MCL-1 contributes to the redox adaptation process in ALL.

**Figure 6:**
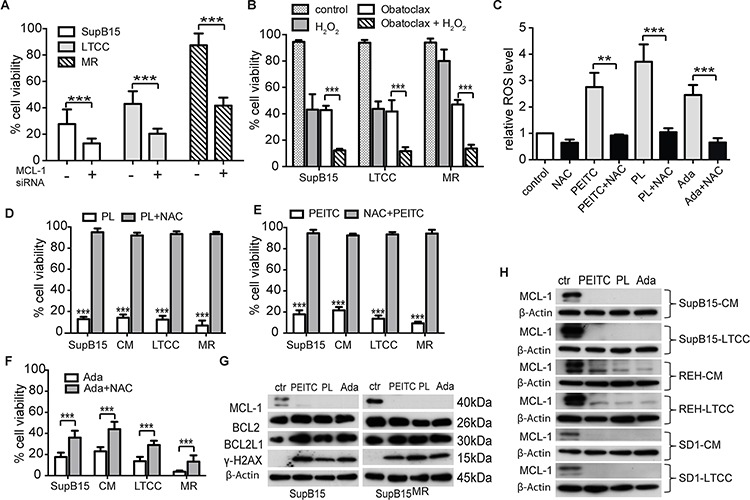
Inhibiting antioxidants and antiapoptotic capacity overcome BMSC mediated drug resistance **A.** and **B.** Suppression of MCL-1 expression sensitizes SupB15 cells to H_2_O_2_ treatment. SupB15 cells were (A) transfected with MCL-1 siRNA (1 μM) for 72 hours; or (B) treated with Obatoclax (100 nM) for 24 hours. Cells were then treated with H_2_O_2_ (80 μM) for 24 hours. Cell viability was assessed by trypan blue exclusion assay. **C.** PEITC (5 μM), PL (10 μM), or Ada (5 μM) stimulated ROS production in SupB15^MR^ cells after 1 hour treatment. Effects were reversed by NAC (3 mM, 2 hours) pretreatment. **D, E.** and **F.** PEITC (D), PL (E) and Ada (F) were toxic for SupB15 in normal medium (as control); SupB15 incubated in CM; SupB15^LTCC^; and SupB15^MR^ cells. Note the differential effects of NAC (3 mM) pre-treatment on the toxicity of PEITC, PL and Ada. **G.** 2 hours of PEITC (5 μM), PL (10 μM), or Ada (5 μM) treatments inhibited MCL-1 expression, and induced γ-H2AX expression in SupB15 and SupB15^MR^ cells. Cells were maintained in normal medium. **H.** MCL-1 expressions in cells were strongly inhibited after 2 hours of PEITC (5 μM), PL (10 μM), or Ada (5 μM) treatment: SupB15, REH and SD1 cells were incubated in CM for 3 days; and SupB15^LTCC^, REH^LTCC^, and SD1^LTCC^ were cultured in normal medium. Data are mean ± SEM of at least three independent experiments. unpaired 2-tailed Student's *t* test (A,B,C,D,E,F). **p < 0.01, ***p < 0.001.

Under oxidative stress, cancer cells increase their antioxidant capacity and develop a drug resistant phenotype. Targeting this redox adaptation process has significant therapeutic implications [13]. Piperlongumine (PL) [36, 37], β-phenethyl isothiocyanate (PEITC) [38] and Adaphostin (Ada) [39] have dual effects of increasing ROS production and suppressing BCL-2 family molecules. 10 μM of PEITC, PL, or Ada strongly stimulated ROS generation (Figure 6C) and were lethal to SupB15^MR^, SupB15^LTCC^ and SupB15^CM^ cells (Figure 6D, 6E and 6F). The ROS scavenger N-acetyl-cysteine (NAC) reversed the effects of PEITC or PL, but was less effective against Ada. This may due to the fact that Ada inhibits ABL1 kinase activity and SupB15, while highly chemosensitive, is a BCR-ABL positive cell line. All three drugs strongly induced γ-H2AX phosphorylation and inhibited MCL-1 (not BCL-2 or BCL2L1) expression (Figure 6G and 6H). Therefore the simultaneous increase of ROS and inhibition of MCL-1 appeared to inhibit BMSC induced chemoprotection.

### Targeting antioxidants and MCL-1 effectively against ASNase resistance in primary ALL blasts

We next evaluated the role of antioxidant and MCL-1 targeting as adjunct strategies in ALL therapy. The anticancer effects of PEITC are dose-dependent. Compared to SupB15 cells, SupB15^MR^ were sensitive to 10 μM of PEITC but more resistant to 2 μM of PEITC (Figure 7A). Serum concentrations of PEITC reached ~1 μM after oral intake [40], posing a practical hurdle for its clinical use. GSH is the main cellular antioxidant. A potential strategy would be to combine PEITC with reagents that inhibit GSH synthesis, such as buthionine sulfoximine (BSO) or the anti-leukemic drug L-Asparaginase (ASNase). ASNase converts asparagine to aspartate and glutamine to glutamate. The depletion of both asparagine and glutamine by ASNase appears to be required for its cytotoxic action [41], and ASNase has been reported to deplete serum glutamine and suppresses GSH levels in ALL patients [42]. We speculated that the effect of ASNase could in part be related to its antioxidant activity and used in combination with PEITC could potentiate its effect. REH and SupB15^MR^ cells are highly resistant to ASNase when compared to SupB15 (Figure 7B). The combinations of PEITC with BSO or ASNase were more effective in suppressing MCL-1 activity, stimulating γ-H2AX expression (Figure 7C), inhibiting GSH expression (Figure 7D) and increasing ROS levels (Figure 7E) in SupB15^MR^ and REH cells, than PEITC or ASNase alone. PEITC potentiates ASNase cytotoxicity in SupB15^MR^ and REH cells (Figure 7F and 7G).

**Figure 7:**
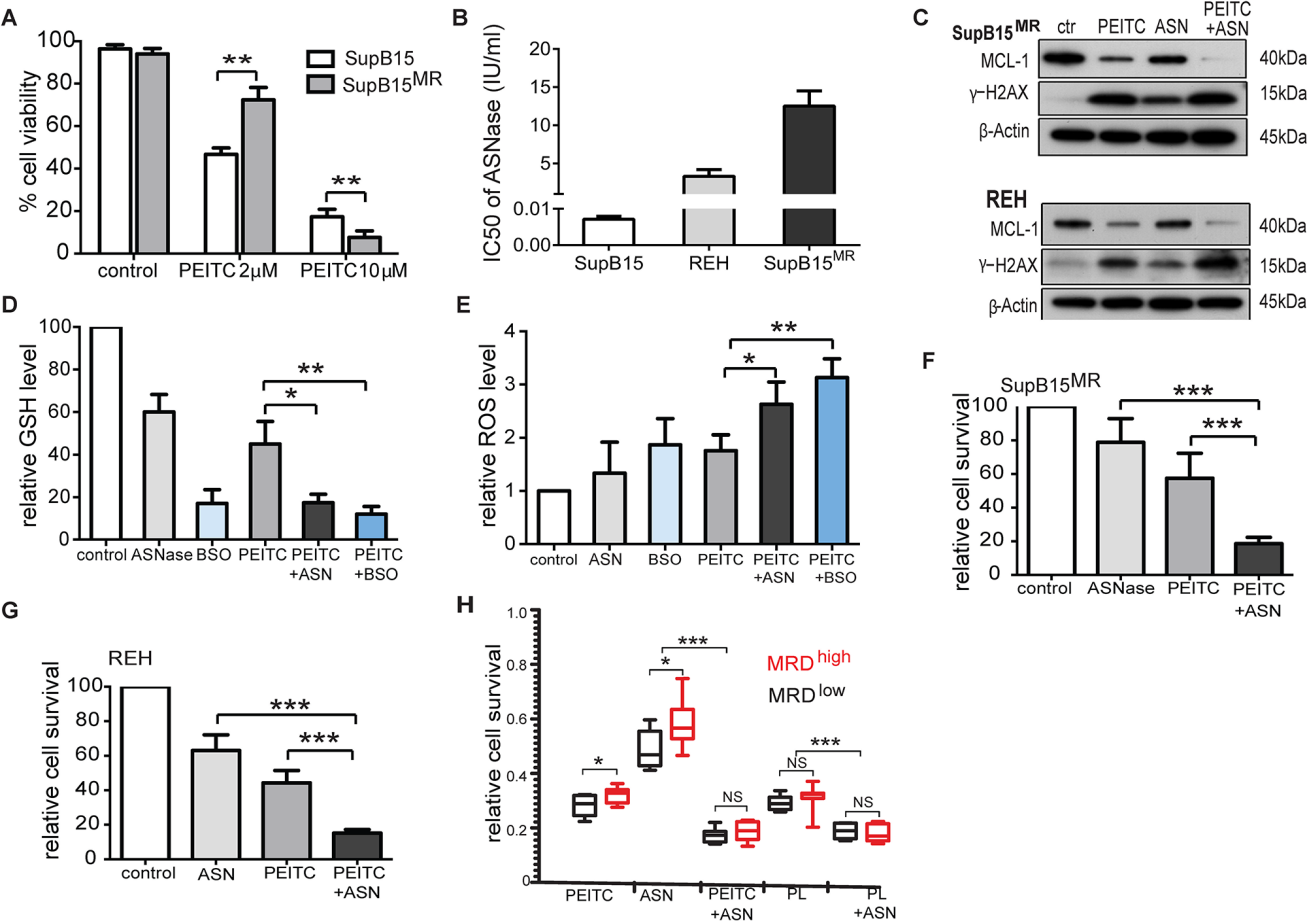
Targeting antioxidants and MCL-1 effectively restored sensitivity to ASNase in ALL cells **A.** Variations in cell viability of SupB15 and SupB15^MR^ cells after treatment with PEITC (2 μM or 10 μM) for 24 hours. **B.** IC50 of ANSase in SupB15, REH, and SupB15^MR^ cells. **C.** Combination of PEITC with ASNase strongly inhibited MCL-1 expression and increased γ-H2AX expression in SupB15^MR^ and REH cells. PEITC (2 μM) for 48 hours; ASNase (ASN) for 72 hours (2 IU/ml for REH, 5 IU/ml for SupB15^MR^); or ASNase for 24 hours, then PEITC for further 48 hours (PEITC + ASN). **D.** and **E.** Combination of PEITC with ASNase (ASN) or BSO (D) inhibited GSH expression and (E) increased ROS generation in SupB15^MR^ cells after 20 hours' treatment. PEITC (2 μM); ASNase (5 IU/ml); BSO (100 uM). **F.** and **G.** Cell viability of SupB15^MR^ (F) or REH (G) following treatment: PEITC (2 μM) 48 hours; ASNase 96 hours (5 IU/ml for SupB15^MR^, 2IU/ml for REH); ASNase 48 hours, then PEITC 48 hours (PEITC + ASN). **H.** The addition of PEITC or PL overcame ASNase resistance in primary ALL cells. Diagnostic blast cells from MRD^high^ or MRD^low^ patients were incubated in medium containing 50% CM, and treated with ASNase (2 IU/ml) for 72 hours; PEITC or PL (2 uM) for 48 hours; or ASNase for 24 hours, followed by PEITC or PL for further 48 hours. Data are mean ± SEM. Unpaired 2-tailed Student's *t* test (A,D,E,F and G) and nonparametric Mann-Whitney test (H) *p < 0.05, **p < 0.01, ***p < 0.001.

As shown earlier, in patients with ALL, BMSC microenvironment mediated redox adaptation has occurred in a proportion of leukemic cells prior to treatment. We speculated that these cells persist after initial therapy. Sufficiently expanded, these cells may give rise to detectable MRD. Primary diagnostic blasts obtained from MRD^low^ (<10^−4^) and MRD^high^ (≥10^−4^) patients recruited to the UKALL2003 clinical study [43] were analyzed (Supplementary Figure S6A). These patients were treated with a 3-drug induction of dexamethasone, vincristine and ASNase. 28 days after starting therapy, MRD assessments were performed. Trough ASNase activity was measured at two time points during induction (Supplementary Figure S6B). All patients had adequate ASNase activity at both time points (>100 U/L) [44], indicating adequate drug activity. As shown in Figure 7H, blast cells from MRD^hi^ (*n* = 10) patients displayed proportionately increased resistance to ASNase when compared to cells from MRD^low^ patients (*n* = 15). This is indicative of an expanded drug resistant population in the pre-treatment bone marrow sample in the MRD^hi^ group. The addition of PEITC or PL overcame ASNase resistance. Immunoblots showed that the combination of PEITC or PL with ASNase strongly inhibited MCL-1 levels and induced γ-H2AX expression in primary ALL blasts (Supplementary Figure S6C). Thus targeting antioxidants production and inhibiting MCL-1 may be potential adjunctive therapeutic strategies to overcome MRD in childhood ALL.

## DISCUSSION

Analyses of the effect of the microenvironment created by the *in vitro* BMSC-ECM 3-D model offer possible biological explanations for the clinical variations in response to therapy in childhood ALL (Figure 8). As in most cancers, at diagnosis the majority of leukemic cells though metabolically active are not proliferative and mainly dying. Only a small populations of slowly cycling cells survive and give rise subsequently to fast cycling progenitors [45]. Our study suggests that the BMSC microenvironment produces an oxidative stress response in ALL cells. A subpopulation of ALL cells underwent redox adaptation, tolerated lethal doses of chemotherapy and gave rise to MR cells; a phenomenon not recapitulated by cells grown in normal medium. MR cells are characterised by decreased proliferation and multidrug resistance. This result agrees with the finding that in childhood ALL patients after 8 days treatment, persisting blast cells had decreased proliferative activity [46]. The method of generating MR cells parallels the clinical setting as cancer cells were cultured in a protective environment and exposed to toxic drug levels. In patient, treated with intensive combination chemotherapy MRD of ≥10^−4^ after 4 weeks of treatment is associated with a poorer outcome even though treatment lasts over 2-years. Further intensification with myelosuppressive therapy is associated with a clearance of MRD and better outcomes [47]. Our model suggests that EMDR derived, slowly proliferative, multidrug resistant cells survived initial cytotoxic stress and if sufficiently expanded were detectable as MRD. Cytotoxic therapy is non-specific and injurious to both leukemic and the protective microenvironment. This is one possible explanation for our observation of the clinical benefits of the more myelotoxic mitoxantrone when compared to idarubicin [3].

**Figure 8:**
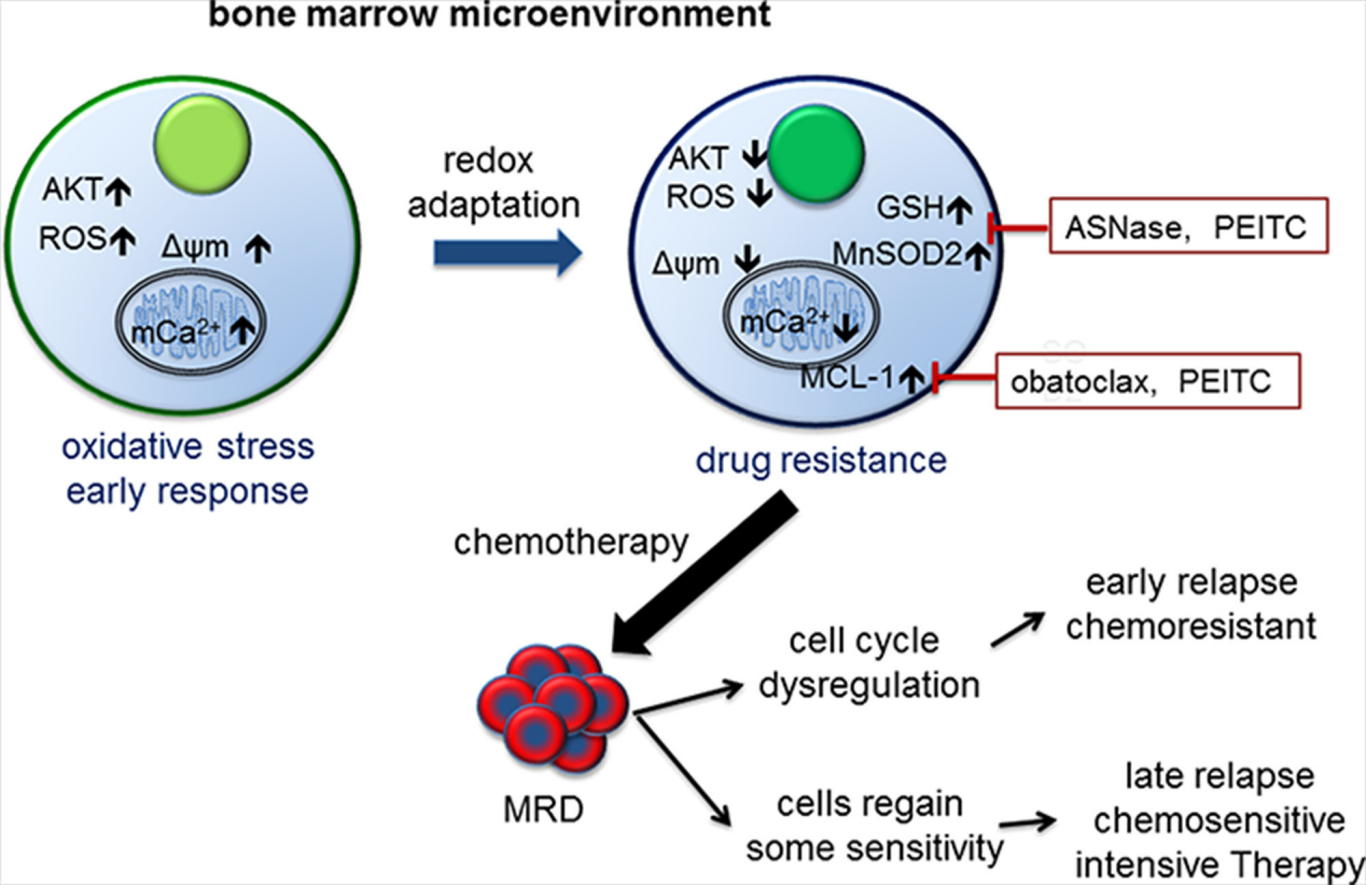
Model of bone marrow microenvironment mediated drug resistance in ALL and its clinical correlation The bone marrow microenvironment exerts oxidative stress on leukemic cells by promoting mitochondrial calcium influx, increasing intracellular ROS levels and Δψm, and activating AKT. In response, leukemic cells initiate a mediated redox adaptation process, resulting in an increased expression of antioxidants (e.g. GSH and MnSOD2) and MCL-1, decreased ROS levels, Δψm and AKT activity. This confers a multiple drug resistance (MR) phenotype in leukemic cells. MR cells exist at diagnosis and can be detected as MRD post therapy. Cells with deregulated cell cycle control give rise to early recurrence. Other drug resistant cells gradually regain a degree of chemosensitivity, and respond to intensification with cytotoxic drugs. Alternatively, inhibiting antioxidants and MCL-1 activity as adjunctive therapy can target the MR phenotype.

When removed from the stressful environment, MR cells gradually lose their drug resistant phenotype, a feature also described in other cancers [25] and provides a model for late relapses. ALL patients with late relapses occurring many months after stopping therapy often respond to further intensification by similar chemotherapeutic agents. If MRD is cleared then many patients can be cured second time round [47]. On the contrary recurrences whilst on therapy are often associated with rapidly progressive disease and poor outcomes even after allogeneic stem cell transplantation [3]. SupB15 cells with p27 knockdown retained their drug resistant phenotype but were proliferative when incubated in BMSC CM. Similarly, mutations and deletion of the cell cycle control gene TP53 are associated with early highly aggressive relapse with poor outcomes [48].

Our experiments revealed a distinct biphasic response in ALL cells upon BMSC-CM stimulation, with initial upregulation of AKT activity and intracellular ROS levels, followed by decreased pAKT and ROS level after 24 to 72 hours, together with increased antioxidants expression. Short-term drug resistance, characterised by increased AKT activity and intracellular ROS levels, was reversed by pretreating cells with PI-3K/AKT inhibitor, as previously reported [7, 8]. Similar to the long-term drug resistant phenotype, leukaemia-initiating cells have low AKT activity [49], as do ‘stem-cell like’ cancer drug resistant cells [25]. So the metabolic phenotype of drug resistant cells observed in this study is common with other drug resistant cancer cells and cancer stem cells [15, 50–52]. The association between short- and long-term drug resistances indicates an evolutionary process, as illustrated in our mechanistic model (Figure 8).

This process also leads to the upregulation of the mitochondrial anti-apoptotic protein MCL-1. MCL-1 is one of the most highly amplified genes in a broad range of human cancers [33, 53] and its expression rapidly changed in responds to cellular stresses [54]. A recent study suggested that outer mitochondrial membrane localized MCL-1 possess antiapoptotic activity, and the mitochondrial matrix localized MCL-1 isoform supports oxidative phosphorylation, ATP production, and the maintenance of mitochondrial membrane potential [55], so it is possible that inhibition of both the anti-apoptotic and the mitochondrial functions of MCL-1 may lead to more effective therapies. In line with these findings, we found that MCL-1 as the most upregulated anti-apoptotic molecules in cells exposed to CM. In some of our experiments, MCL-1 protein appeared as a doublets as detected by Western blot, depending on the conditions of SDS-PAGE. Suppression of MCL-1 expression by siRNA or obatoclax sensitized ALL cells to H_2_O_2_ induced cell death. PEITC, PL, or Adaphostin treatments effectively inhibited or abolished MCL-1 expression, but not that of BCL-2 or BCL-xL. Moreover, at certain concentrations, the multiple drug resistant SupB15^MR^ was more sensitive to PEITC or PL than its drug sensitive counterpart. Given that low MMP and high MCL-1 is the feature of BMSC mediated drug resistance, the extensive metabolic reprogramming in cancer cells may make them more vulnerable to motochondrial perturbations than normal cells [56], so it is possible that drug resistant cells may rely on high antioxidants and MCL-1 to maintain normal mitochondrial morphology. Inhibiting MCL-1 and antioxidants activity is able to further decrease MMP and eventually induce mitochondrial membrane collapse and cell death.

Our study has a number of limitations, chief of which is that the mechanisms of bone marrow microenvironment/BMSC mediated drug resistance were mainly explored in leukemic cell lines and murine models. Among the multiple signal pathways regulated by BMSC cells, as shown in our phosphoproteomics and gene expression analyses, we only investigated PI3K/AKT, cell proliferation, anti-apoptosis, and ROS metabolism in ALL cells. The nature of the subpopulations of cells that undergo redox adaptation remains unclear. As MRD levels vary with cytogenetic subtypes, it is possible that primary and secondary genetic subclonal changes may facilitate the redox adaptation. Murine models suggest that leukemic cells persist within the marrow after chemotherapy [57]. However the leukemic marrow environment is different to that of a marrow in remission. We do not know if the oxidative stress and response is different, or with time epigenetic transfer decreases leading to proliferation and increased chemosensitivity in daughter cells. Given the complexity of EMDR, more detailed investigation on other signalling pathways and better animal studies are required. Another limitation of this study is that the role of the immune system has not been explored *in vitro* and *in vivo* experiments. Genetic and epigenetic alterations happened in cancer cells may provide a diverse set of antigens that could be served as targets for immunotherapy. For example, PD1 pathway, an immune-checkpoint pathway that primarily operates in the tumour microenvironment, has emerged as a promising target in cancer [58].

Our study adds to the evidence that drug resistance in cancer cells is determined by both intrinsic and microenvironmental factors. Further in-depth investigation of metabolic profiling and epigenetic changes in the development of cancer drug resistance will provide insights into clinical treatment failure and relapse.

## MATERIALS AND METHODS

### Human tissue and cell lines

Clinical samples were obtained after informed signed consent from patients enrolled into the national clinical trial (ALL 2003) for children with ALL. National and Local ethical committees approved analyses of samples and ASNase activity. Primary ALL blast cells from bone marrow aspiration were separated with Ficoll gradient centrifugation (Lymphoprep; Axis-Shield). Leukemia cell lines were maintained in RPMI 1640 (Lonza, Belgium) supplemented with 10% fetal calf serum (FCS, Biosera). Primary BMSCs were prepared from ALL patients at diagnosis or have been received intensive chemotherapy. Only BMSC of three to six passages were used. Primary BMSC and human BMSC cell line HS-5 and hTRET-MSC were cultured in DMEM medium (Lonza) supplemented with 10% FCS, 100 U/ml penicillin and 100 μg/ml streptomycin. Differentiation of BMSC into osteoblast-like cells was assessed by alkaline phosphatase (ALP) staining (Roche, Germany) and osteopontin expression.

### Animal experiments

All animal procedures were approved by the Cancer Research UK Manchester Institute's Animal Ethics Committee and performed under a project license issued by the United Kingdom Home Office, in keeping with the Home Office Animal Scientific Procedures Act, 1986. NOD/SCID/IL-2Rγ^null^ (NSG) mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA) and bred in house. To investigate bone marrow microenvironment mediated redox adaptation in ALL cells, 1 × 10^5^ of ALL cells were transplanted into NOD/shi-scid/IL-2Rγ^null^ mice femoral bone marrow. Mice were treated with methotrexate (5 mg/kg body weight) or PBS after 8 days transplantation. Bone marrow mononuclear cells were flushed from bone marrow after three weeks' transplantation. Cells were gated with GFP (for SupB15^LucGFP^ cells) or CD45 (for non-labelled cells) on flow cytometry.

### Generation of BMSC derived extracellular matrix (ECM)

BMSC-ECM was generated by growing BMSC to confluence in normal medium [24]. Briefly, primary or cell line BMSCs were cultured in normal medium, just prior to reaching confluent, cells were treated with 50 ug/ml of ascorbic acid (Sigma) and cultured for another 5 days. BMSCs layer were treated with extraction buffer containing 0.5% (v/v) Triton X-100 and 20 mM NH4OH, gave rise to cell free ECM that remain attached to the culture plates. After washed three times with ice-cold PBS, the resulting extracted ECM can be stored at 4°C in PBS containing 100 U/ml penicillin and 100 ug/ml streptomycin with parafilm sealing for up to 3 months.

### Generation of conditioned medium and ultrafiltration

BMSCs were cultured in complete medium on the BMSC-ECM layer until reach about 70% confluence, then serum free RPMI1640 were added and incubated for 24–48 hours. Cell culture supernatant were collected, centrifuged at 3500 rpm for 10 min to clear cells debris, then passed 0.2 μm filter. CM was snap frozen in dry ice, and kept in −80°C. CM was diluted with normal medium at a ratio of 1:1 just before use. CM fractions (<3kDa and >3kDa) were ultra-filtrated at 3000 Da (Millipore, Billerica, MA, USA), 3000 × g, 60 min, at 4°C.

### RNA extraction, microarray, and GSEA analysis

Total RNA were purified by Qiagen RNeasy Micro kit, cDNA was amplified and labelled with Nugen Ovation Biotin labelling system (NuGEN Technologies). Labelled probes were hybridized to Affymetrix U133A 2.0 PLUS Array. The probe-level expression values in the data obtained from the Affymetrix HG133plus2 array were normalised and summarised as the expression values at the probeset level using the RMA method implemented in the Affymetrix's tool ‘apt-probeset-summarize’. Data (.CEL files) were analyzed using the R statistical package bioconductor and Genespring 7.3.1 software. Gene array data were deposited in NCBI gene expression database Gene Expression Ominibus (GEO), accession number GSE48876.

The probe set-level expression data was loaded into the gene set enrichment analysis (GSEA) software. We created six gene sets, which involved in ROS metabolism (68 genes), AKT pathway (64 genes), apoptosis (110 genes), ATPase (46 genes), DNA repair (41 genes) and Chromatin remodelling (76 genes) by selecting genes from previously published gene list or the gene lists from SABiosciences website (http://www.sabiosciences.com/ArrayList.php) with modification based on published methods, only genes with published evidence of functions were included in the final gene list. In the GSEA analysis, we used the default settings except using the ‘gene-set’ as the permutation type, the Chip file provided by the GSEA software for the Affymetrix HG133plus2 array, and the ‘Diff_of_Classes’ option as the metric for ranking genes.

### Triple SILAC based phosphoproteomics

SupB15 and HS-5 cells were grown in heavy (H) Arginine (^13^C_6_^15^N_4_ L-Arginine-HCl)/Lysine (^13^C_6_^15^N_2_ L-Lysine-2HCl), intermediate (I) Arginine (^13^C_6_ L-Arginine-HCl)/Lysine (^13^C_6_ L-Lysine-2HCl) and light (L) Arginine (L-Arginine-HCl)/Lysine (L-Lysine-2HCl) media for a minimum of five passages according to manufacturer's instructions. All media was supplemented with 230 μg/ml L-Proline to prevent conversion of Arginine to Proline. After serum starved overnight, SupB15 cells were treated with SILAC conditioned media (CM) from HS-5 cells for 30 mins or 2 hrs. Then cells were washed with ice-cold PBS, equal numbers of H, I and L viable SupB15 cells were mixed together, lysed with 50 mM Tris, 4% SDS containing protease and phosphoprotease inhibitor cocktails (Roche) on ice for 30 mins. Protein samples were then digested with trypsin, desalted and dried down. Seven aliquots (each around 320 ug) were combined. The sample was split equally into ten portions for TiO2 enrichment and subjected to a LTQ OrbitrapXL mass spectrometer (Thermo Fisher, Hertfordshire, UK) for analysis.

### shRNA and siRNA transfection

Lentiviruses which express GFP, p27 shRNA or their empty vector control were produced in 293T cells, transfected into SupB15 cells and stable transfection were selected with 10 ug/ml of Puromycin. Accell MCL-1 siRNA or its control siRNA (Thermo Scientific Dharmacon) were transduced into ALL cell lines according to manufacturer's instruction. 3 days after transfection, protein knockdown were assessed by Western Blot and cells were immediately used for experiments.

### Cell proliferation and viability

Cell proliferation and viability was analyzed by using CellTiter96Aqueous One Solution Cell proliferation Assay kit (Promega, Madision, WI, USA) according to the manufacturer's protocol. Cell viability was determined by recording the absorbance at 490 nM using a 96-well plate reader (FLUOstar Omega). Cell viability was also be determined by Trypan blue exclusion (Invitrogen) assay and the cell viability were assessed in a TC10 Automated cell counter (Bio Rad, Berkeley, CA, USA).

### Immunoblots and antibodies

Cells were suspended in lysis buffer (20 mM Tris-HCl, pH 7.8, 50 mM NaCl, 5 mM EGTA, and 1% v/v Triton X-100) containing freshly added protease and phosphatase inhibitors (Roche). Lysates were clarified by centrifugation at 4°C, and protein concentration was determined by Bio-Rad protein assay.

To verify the protein contents of the BMSC-ECM after alkaline detergent extraction, BMSC-ECM were scratched from culture plate and dissolved in buffer containing 100 mM Tris-HCl (pH 6.8), 200 mM dithiothreitol and 4% SDS. Samples were homogenized by pass through 27 g needle for at least 7 times, incubated on ice for 60 minutes, cleared by centrifugation and subjected to protein concentration assessment. Then 0.2% glycerol and 0.2% bromophenol blue (final concentration) were added and samples were heated at 95°C for 5 minutes.

The following antibodies are used: phosphor-AKT Ser 473 and were from Cell Signalling. γ-H2AX, osteopontin, β-actin, MnSOD2, BCL-2, and BCL-xL were from Millipore. p27, p21, collagen 1, fibronectin, MCL-1, Gpx1/2, were from Santa Cruz Biotechnology.

### Flow cytometry

ROS level (CM-H2DCFDA or CellROX™ Deep Red), Δψm (Mitotracker CMXRos), and Mitochondrial Ca^2+^ concentration (Rhod2-AM) were analyzed using a FACSCalibur flow cytometer (BD Bioscience, Oxford, UK). Intracellular GSH level were assessed in a LSR model II flow cytometry (BD Bioscience, Oxford, UK) with ThiolTracker™ Violet dye staining. The fluorescence dyes were from Invitrogen (Carlsbad, CA, USA), and data were analyzed using FlowJo software (FlowJo, Oregon, USA). Cell isolation by flow sorting was performed on a BD FACS Aria III (BD Bioscience).

### Measurement of calcium concentration

The concentration of Calcium ions was measured by using Calcium Colorimetric Assay Kit (BioVision, Milpitas, CA, USA) and determined by recording the absorbance at 575 nm using a 96-well plate reader (FLUOstar Omega, BMG LABTECH, Germany).

### Statistical analysis

Statistical analyses were performed using unpaired 2-tailed Student's *t* test for *in vitro* cell line data; non-parametric Mann-Whitney test for *in vivo* and patients sample data. Statistical calculations were performed with GraphPad Prism software. *P* value < 0.05 was considered as significant. Data are expressed as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Stromal cell-mediated mitochondrial redox adaptation regulates drug resistance in childhood acute lymphoblastic leukemia
**Source:** Oncotarget. 2015 Oct 13;6(40):43048–64. doi: 10.18632/oncotarget.5528
**Supplement:** Supplementary file 1

## SUPPLEMENTARY METHODS

### Microarray data analysis

The gene expression data sets were analysed using GeneSpring GX software (Agilent Technologies, Inc.). Gene expression data were summarized by multichip averaging algorithm. Probe sets with signal intensities in the lowest 20 percentile of all intensity values were removed. The gene expression data were incorporated with Benjamini–Hochberg FDR multiple testing corrections, then subjected to ANOVA analysis. A  $p$ -value  $\leq 0.05$  were regarded as differentially expressed genes. Probe sets were further filtered on the basis of a fold-change cut-off of  $\geq 2.0$ .

### Functional analysis

Ingenuity Pathway Analysis (IPA) software was used to conduct functional annotation of the differentially expressed genes. Genes that met the  $p$ -value cut-off of  $\leq 0.05$  and fold-change cut-off of  $\geq 2.0$  were associated with biological functions and/

or diseases in Ingenuity's knowledge base. Right-tailed Fisher's exact test was used to determine the association between each biological function and/or disease and gene expression data set.

### Canonical pathway analysis

The significance of the association between the gene expression data set and the canonical pathway was measured in two ways: (1) a ratio of the number of molecules from the data set that map to the pathway divided by the total number of molecules that map to the canonical pathway, and (2) the association between the genes in the data set and the canonical pathway was determined by Fisher's exact test,  $p$ -value  $\leq 0.05$  as significant.

Hierarchical clustering was performed on specific gene sets selected from the functional annotation data by complete linkage and uncentered correlation using software Cluster 3.0. Results were visualized using Java TreeView.

## SUPPLEMENTARY FIGURES AND TABLES

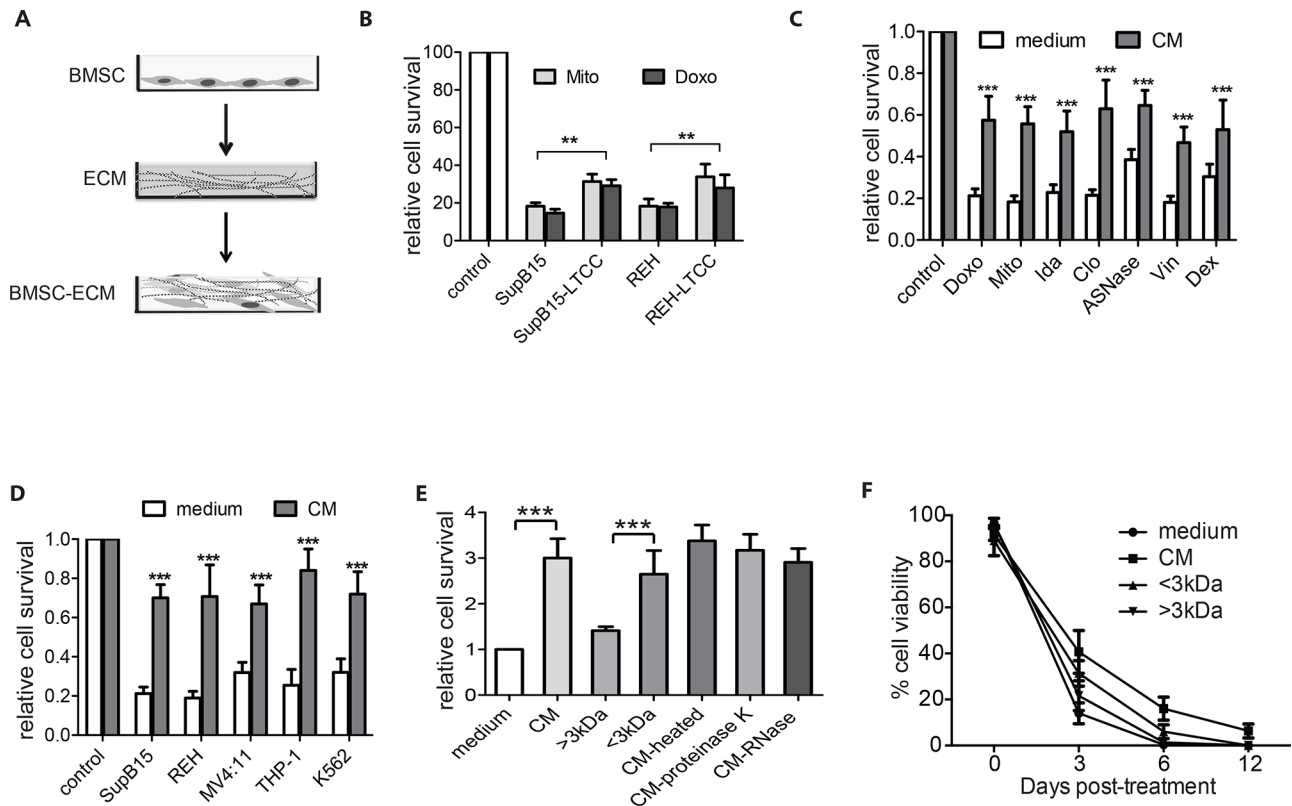

**Supplementary Figure S1: Generation of multidrug resistant subpopulations from ALL cell lines in a BMSC-ECM culture model.** **A.** Schematic showing generation of BMSC derived ECM scaffold and the BMSC-ECM culture system. **B.** LTCC cells (SupB15 or REH cells co-cultured with HS-5 at a ratio of 20:1 for 3 months) are more resistant to doxorubicin (Doxo, 50 nM) or mitoxantrone (Mito, 10 nM) after 3 days' treatment. **C.** SupB15 cells were incubated in normal medium or CM, treated with doxorubicin (Doxo, 50 nM), mitoxantrone (Mito, 10 nM), idarubicin (Ida, 100 nM), clofarabine (Clo, 300 nM), vincristine (Vin, 10 nM), and dexamethasone (Dex) for 3 days, or asparaginase (ASNase, 0.5 U/ml) for 4 days, untreated cells as control. **D.** Leukemic cells SupB15, REH, MV4:11, THP-1 and K562 cells were incubated in normal medium or CM and treated with Doxo (50 nM) for 3 days. **E.** SupB15 cells were cultured in normal medium; CM from HS5; >3kDa fraction of HS5-CM; <3kDa fraction of HS5-CM; CM has been heated at 95°C for 10 minutes (CM-heated); CM has been treated with 50ug/ml Proteinase K at 50°C for 1 hour, then heated at 95°C to inactive Proteinase K (CM-proteinase K); CM has been treated with RNase A (5 IU/ml) for 1 hour at 37°C, then treated with 50 ug/ml Proteinase K at 50°C for 1 hour to inactive RNase, followed by heated at 95°C for 10 minutes to inactive Proteinase K (CM-RNase). Cells were treated with Mito (10 nM) for 3 days. Cell viability was determined by MTS assay, and data were presented as fold change comparing cells cultured in normal medium. **F.** SupB15 cells were cultured in normal medium; CM from HS5; >3kDa fraction of HS5-CM; and <3kDa fraction of HS5-CM, then treated with Mito (10 nM) for 6 days. Cells were then transferred into drug-free medium for another 6 days. Cell viability was assessed with Trypan blue exclusion assay.

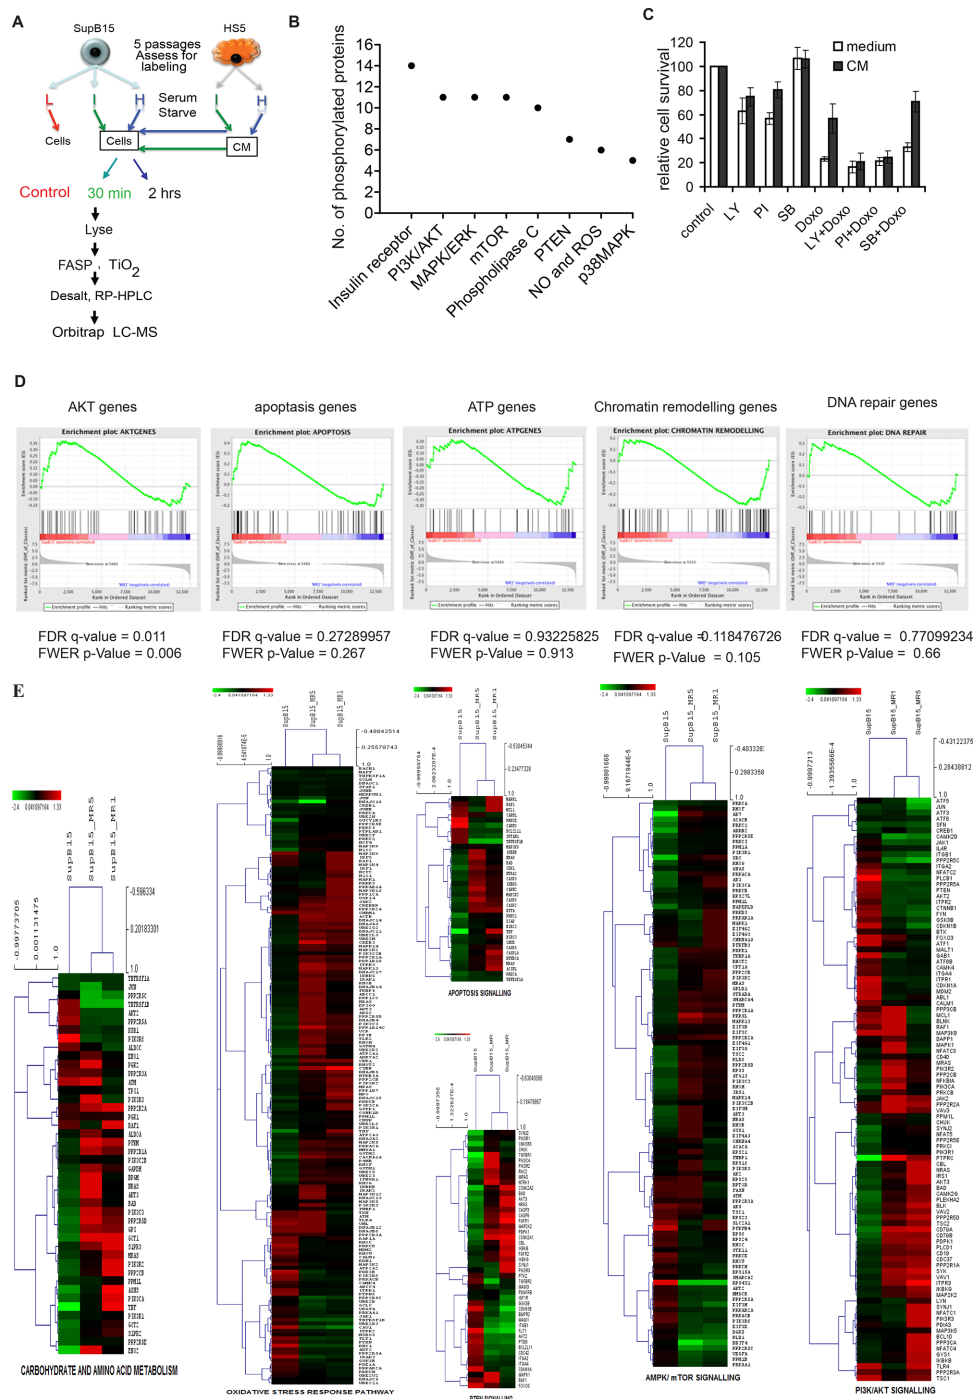

**Supplementary Figure S2: Involvement of PI3K/AKT and ROS pathway in BMSC mediated drug resistance in ALL.** **A.** Schematic showing SILAC labeling and downstream analysis. SupB15 cells exposed to HS5-derived CM for 0.5 or 2 hours. H, as heavy: Arginine (<sup>13</sup>C<sub>6</sub> <sup>15</sup>N<sub>4</sub> L-Arginine-HCl)/Lysine (<sup>13</sup>C<sub>6</sub> <sup>15</sup>N<sub>2</sub> L-Lysine-2HCl); I, as intermediate: Arginine (<sup>13</sup>C<sub>6</sub> L-Arginine-HCl)/Lysine (<sup>13</sup>C<sub>6</sub> L-Lysine-2HCl); and L, as light: Arginine (L-Arginine-HCl)/Lysine (L-Lysine-2HCl). FASP, Filter-Aided Sample Preparation. Tio<sub>2</sub>, titanium dioxide. LC-MS, liquid chromatography–triple quadrupole mass spectrometry **B.** Results of phosphoproteomics analysis showing the signaling pathways activated in SupB15 cells after incubated in CM for 2 hours. **C.** SupB15 cells were incubated in medium, treated with PI3K/AKT inhibitor LY294002 (LY, 20 μM) and PI103 (PI, 10 μM), p38MAPK inhibit SB203580 (SB, 25 μM) and Doxo (40 nM) for 3 days; or pretreated with LY, PI, or SB for 2 hours, then added Doxo (40 nM) for 3 days. Cell survival was assessed with MTS assay. Non-treated cells as control. **D.** GSEA plots showing differential expression of AKT, apoptosis, chromatin remodeling, DNA repair, and ATPase related genes in SupB15 and SupB15<sup>MR</sup> cells. **E.** Heat maps showing the differential gene expression related to oxidative stress, apoptosis, PTEN, PI3K/AKT, AMPK/mTOR and carbohydrate and amino acid metabolism pathways. (Continued)

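The other lists of Supplementary Table S2 hold genes that went both ways in SupB15 MR (n = 2 arrays) against SupB15 (n = 1). Of 35 DNA repair genes, 11 rose, 4 fell and 20 did not pass the test (14 higher and 6 lower when adjusted over the list alone). UNG, the uracil-DNA glycosylase, rose by a log2 fold change of 3.04 (standard error 0.0323, adjusted p = 0.00580 from limma), BRAP by 3.01, NEIL3, a glycosylase for oxidized bases, by 2.90 and TOP3A, a topoisomerase, by 2.40, with means over all their probe sets of 1.73 for BRAP and 1.37 for TOP3A. Of 70 chromatin remodelling genes, 20 rose, 7 fell and 43 did not pass (20 and 10 when adjusted over the list alone). NEK6 rose by 3.79 (a mean of 1.25 over its 5 probe sets) and the helicase gene CHD9 by 3.35, although 2 of the 7 probe sets of CHD9 were at least 2-fold lower and their mean was 0.80, and ARID1A, a subunit of the SWI/SNF complex, had -2.78.
Of 55 AKT pathway genes, 15 rose, 8 fell and 32 did not pass (15 and 8 when adjusted over the list alone). PTPN11, which encodes the phosphatase SHP2, rose by 3.32 and APC had -3.08, each on its most intense probe set, and the means over all their probe sets were 0.09 and -0.25; EIF4EBP1, an inhibitor of translation initiation with a single probe set, was 8.02-fold lower. Of 95 apoptosis genes, 15 rose, 14 fell and 66 did not pass (15 and 15 when adjusted over the list alone). NR3C1, the glucocorticoid receptor, fell, with a log2 fold change of -5.47 (standard error 0.382, adjusted p = 0.0429 from limma) and all 5 of its probe sets at least 2-fold lower, MYD88 had -2.92, and PPP3R1, a calcineurin subunit, rose by 3.98. Of 36 ATPase genes, 9 rose, 7 fell and 20 did not pass (9 and 8 when adjusted over the list alone). ATP6V0E1, a subunit of the vacuolar proton pump, rose by 4.92 and ATP2A1 by 2.52, with means over all their probe sets of 2.46 and 1.26, while ATP13A1 had -2.43 and ATP6AP1 -2.39. At least 2-fold higher and lower in both SupB15 MR arrays, without a test, were 14 and 6 DNA repair genes, 24 and 10 chromatin remodelling genes, 17 and 14 AKT pathway genes, 19 and 27 apoptosis genes and 12 and 11 ATPase genes.
In GSEA with gene-set permutation, DNA repair had a normalized enrichment score of 1.57 towards SupB15 MR (q = 0.0241) and passed an FDR q of 0.05. Chromatin remodelling had 1.29 (q = 0.130), and AKT (-1.29, q = 0.271), apoptosis (-1.29, q = 0.136) and ATPase (-0.89, q = 0.674) lay towards SupB15 and did not pass. With the probe sets that the table names, the AKT score turned to 1.79 (q = 0.000546), chromatin remodelling had 2.14 (q = 0.0001, the smallest that the permutations can give) DNA repair 1.38 (q = 0.0527) and ATPase 1.34 (q = 0.0630), the last also turned to 1.04 (q = 0.382) with 1 probe set per gene. With weight 0 in place of 1 on the genes, AKT (-2.06), apoptosis (-2.59), chromatin remodelling (2.30) and DNA repair (1.99) passed, and ATPase (-1.35) did not. Camera called none of these lists (DNA repair adjusted p = 0.804, and adjusted p = 0.999 with an estimated correlation). Among 10000 random lists matched on mean expression, the medians lay at percentile 97.9 for DNA repair, 96.9 for chromatin remodelling, 10.9 for AKT, 2.325 for apoptosis and 73.8 for ATPase. In the same arrays, 56 of the 75 probe sets that the table names for chromatin remodelling and 43 of the 63 for AKT were at least 2-fold higher in SupB15 MR, and 17 and 16 at least 2-fold lower.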

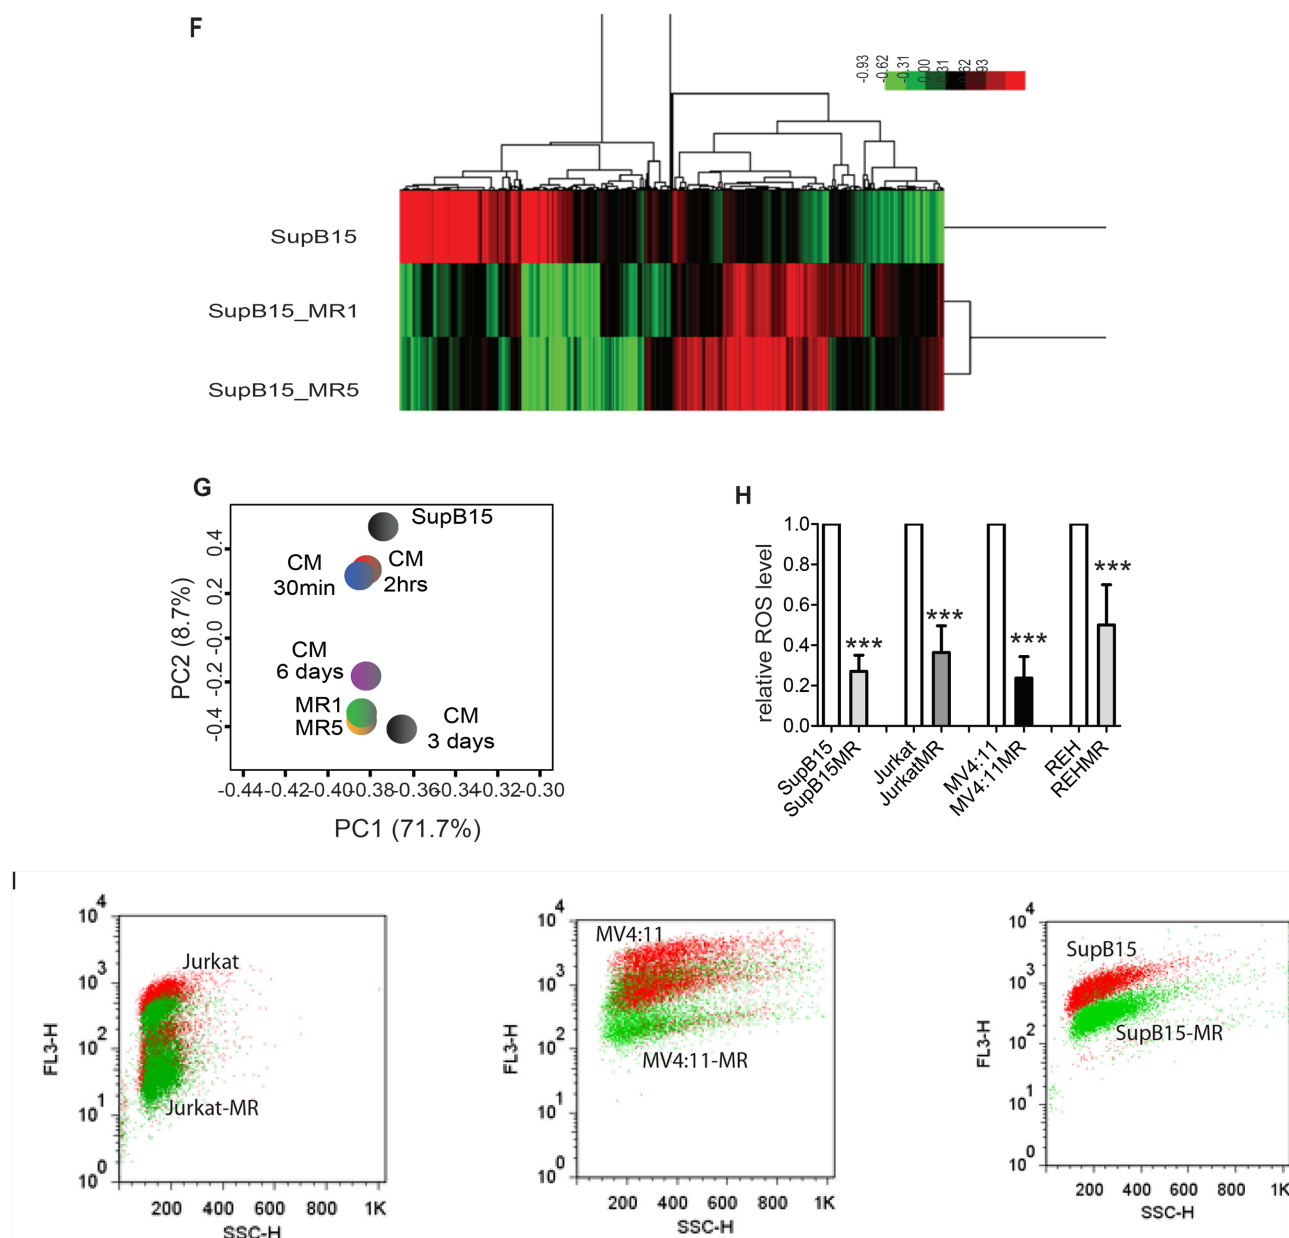

**Supplementary Figure S2: (Continued) Involvement of PI3K/AKT and ROS pathway in BMSC mediated drug resistance in ALL.** **F.** Heat map showing the differential gene expression between SupB15 and two MR clones SupB15-MR1 and MR5. **G.** PCA analysis of the protein-coding genes from Affymetrix U133A 2.0 PLUS Array obtained from SupB15, SupB15 exposed to CM for varying times and SupB15 clones (MR1 and 5), computed by using the R function princomp on the expression ( $\log_2$  scale). **H.** SupB15, Jurkat, MV4:11, and REH cells, or their drug resistant subclone MR cells were incubated in normal medium. Intracellular ROS level were determined by DCF-DA staining and followed with flow cytometry. **I.** Histograms show that the MR cells have lower mitochondrial membrane potential (CMXRos) than their drug sensitive parent cells.

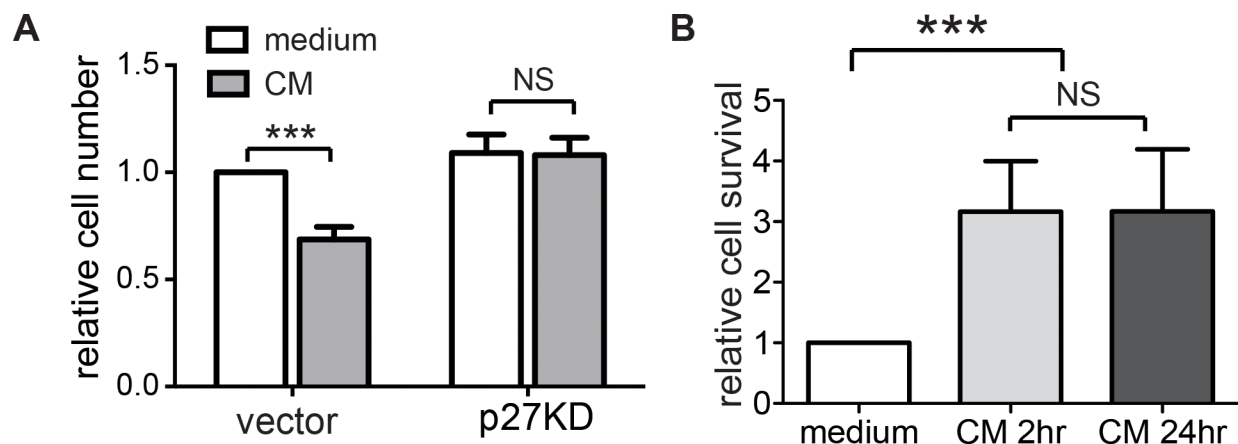

**Supplementary Figure S3:** **A.** SupB15 cells with p27 wild type (vector) or knockdown (p27KD) were incubated in normal medium or CM for 3 days. CM inhibited SupB15<sup>vector</sup> cell proliferation, but not SupB15<sup>p27KD</sup> cells. **B.** SupB15 cells were cultured in (1) medium; (2) CM for 2 hours; and (3) CM for 24 hours, then treated with Mito (10 nM) for 3 days. Cell survival was assessed by MTS assay.

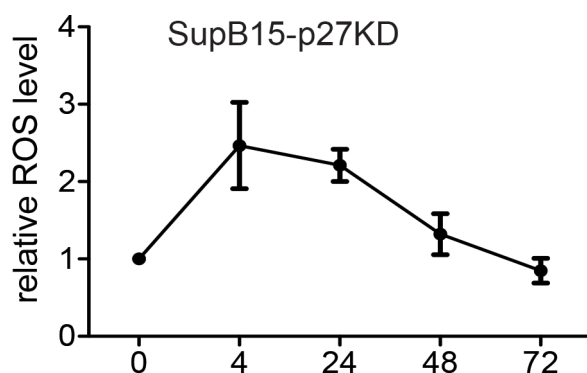

**Supplementary Figure S4:** Levels of ROS (DCF-DA) in SupB15 with p27 knockdown cells after incubation in CM for up to 72 hours.

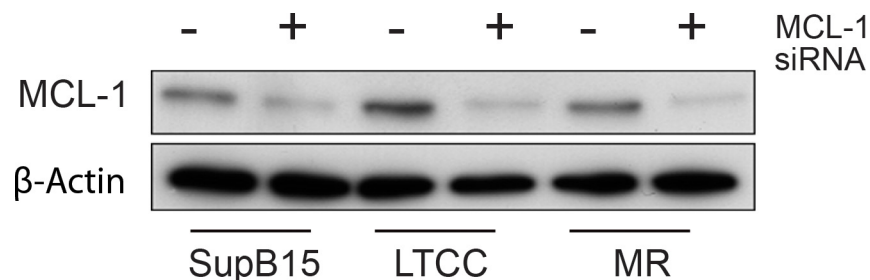

**Supplementary Figure S5:** Immunoblot validation of MCL-1 knockdown by siRNA transfection in SupB15, SupB15<sup>LTCC</sup> and SupB15<sup>MR</sup> cells.

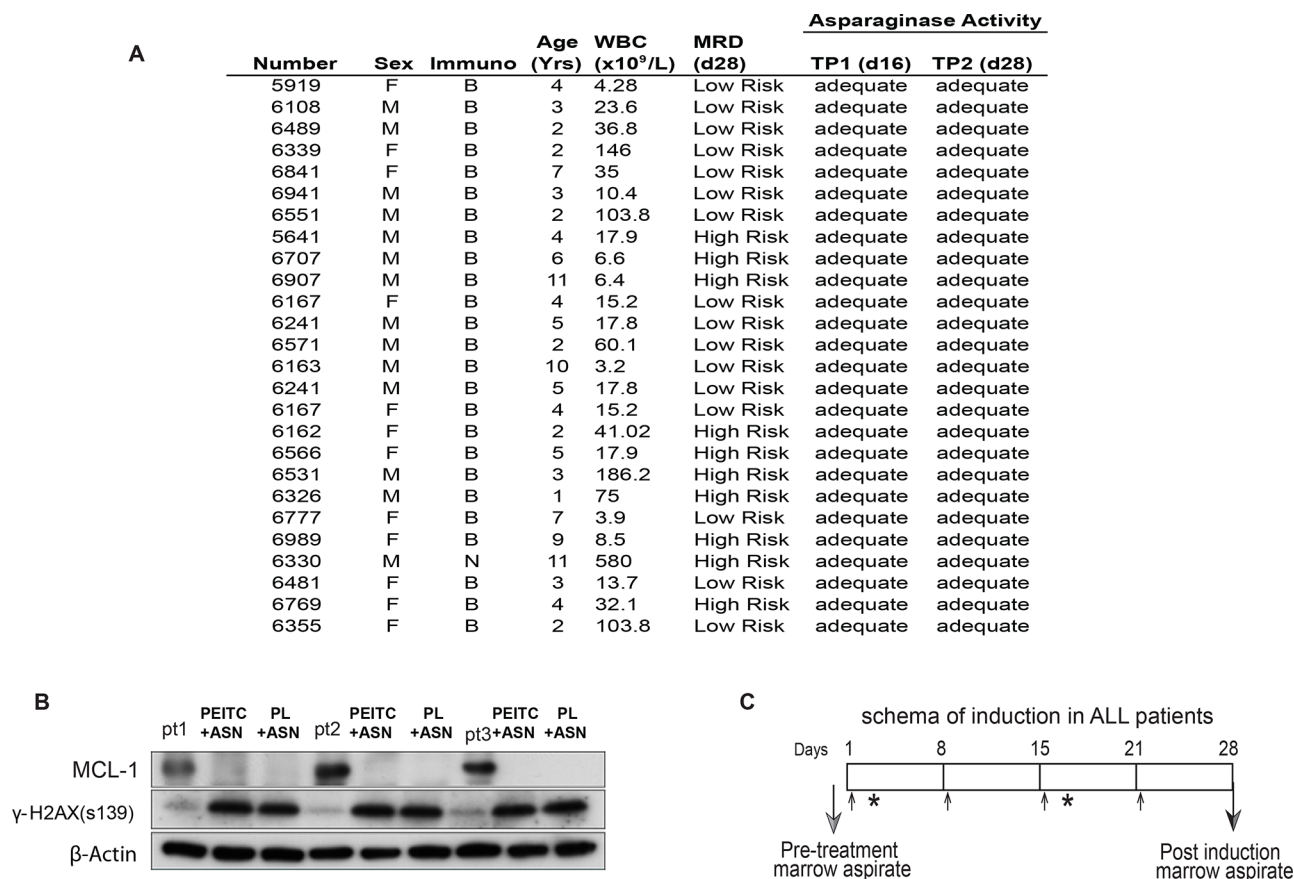

**Supplementary Figure S6:** **A.** Clinical demographics of the patients used in the study, total 27 patients. **B.** Schematic showing first 4 weeks of therapy and sample collection in children with ALL treated on the UKALL 2003 protocol. Arrow: Vincristine; Asterisk: PEG-ASNase. **C.** Expression of MCL-1 and  $\gamma$ -H2AX in primary ALL blasts from 3 patients (pt1, pt2 and pt3) after treatment: PEITC (2  $\mu$ M) for 48 hours; ASNase (ASN) for 72 hours (2 IU/ml for REH, 5 IU/ml for SupB15<sup>MR</sup>); or ASNase for 24 hours, then PEITC for further 48 hours.  $\beta$ -Actin as loading control.

**Supplementary Table S1: phosphoproteomics data.**

**Supplementary Table S2: Gene lists for GSEA analysis.**

**Supplementary Table S3: Ingenuity Canonical pathways.**

How the deposited data were processed for this re-analysis (not part of the article)

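Gene expression was measured on Affymetrix arrays in SupB15 cells grown in normal medium (1 array) and in SupB15 MR cells (2 arrays, taken as the clones MR1 and MR5 of the heat map in Supplementary Figure S2F; the assignment of the name MR1 follows from elimination). The arrays of SupB15 cells incubated in CM were not analysed here. The authors purified total RNA, amplified and labelled it with the NuGEN Ovation system, and normalised and summarised the probe values with RMA; the deposited values are log2 expression values, 1 for each of 54675 probe sets. The text of the methods names the array as U133A 2.0 PLUS and as HG133plus2, and the number of probe sets is that of the second name. No CEL files were used. Arrays have no depth, and the number of arrays limits the precision. The spread between SupB15 cultures was not measured, and the tests take it from the SupB15 MR arrays.

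Probe sets were given gene names from the reference table for the array. Of 54675 probe sets, 41097 have 1 gene, 1801 have several and 11777 have none, and 62 are control probe sets. Of 14 genes that the paper names, 11 have a probe set of their own. Each of 19752 genes is represented by the probe set with the highest mean over all 3 arrays among those with that gene alone. Gene names of Supplementary Table S2 were updated to current symbols. They were first read from the probe sets that the table lists; after a first GSEA had been seen, this was replaced with the table's own gene names, because some probe sets carry the name of an antisense gene, and no call changed.

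Probe sets whose 3 values all lay at or below the 20th percentile of all values (3.47) were removed (8641), and 46034 were kept. The methods remove probe sets in the lowest 20 percentile of all intensity values; they do not say in how many arrays, and the study's arrays included those of cells in CM. Differential expression between both SupB15 MR arrays and the SupB15 array was fitted with limma 3.58.1 in R 4.3.3, with 1 residual degree of freedom, empirical Bayes moderation and Benjamini-Hochberg adjustment; calls needed an adjusted p of at most 0.05 and a fold change of at least 2. The residual spread of the probe sets with identical values in both SupB15 MR arrays (18289 of those kept) was set to 0. An ANOVA of these 3 arrays with the same thresholds was an alternative, because it has 1 residual degree of freedom. The paper's groups included cells in CM, so that its own ANOVA was not repeated. GSEA was run with gseapy 1.3.1 on genes ranked by the difference of class means after collapsing to the highest probe set. It used weight 1, gene-set permutation and 10000 permutations, and lists were called at an FDR q of at most 0.05. This collapse is not the choice of the probe set with the highest mean, which was run as the setting with 1 probe set per gene. The ranking value of a gene can thus differ from its log2 fold change in the text. The 25 lists of genes fixed independently of the data and the 6 lists of Supplementary Table S2 were also tested with camera at a preset correlation of 0.01 and with an estimated correlation, and the median of each list was placed among 10000 random lists matched on mean expression in 20 bins. Correlations between arrays, principal components and probe sets 2-fold apart were computed on the kept probe sets.

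The genes named in the text include the 12 largest rises and the 12 largest falls. These were taken among genes called and changed at least 2-fold in both SupB15 MR arrays. Every gene of the paper with a probe set of its own was added, and up to 4 genes of each list, 120 genes in all. Of these, 106 were called. ABCB4, ABCC1, CDKN2D, IER3, INPP4B, TDP2 and TOP2B were taken from a list without being called. The paper's figures and tables had been read before this rule was written. The list of replication-dependent histones and the genes ETV6 and BCR were chosen after the values were seen. The design, the rule, the 25 lists and the alternatives were set before the data were examined, apart from the fit without identical probe sets and the variance prior from probe sets that differ, which were chosen after seeing the data. Lists of genes tied to founding lesions of leukemia were also drawn up and run after the values were seen and are not reported here.

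The limma fit was tested on simulated data of 46034 probe sets with 200 changed probe sets. With no identical values, 44% of the changes of 1 on the log2 scale and 100% of the changes of 2, 3 and 4 were called, and 7 unchanged probe sets. With values made identical where those of the SupB15 MR arrays are, 22%, 62%, 88% and 90% of the changes of 1, 2, 3 and 4 were called, 18951 unchanged probe sets fell below the adjusted p threshold and 3 of the unchanged were called; with the prior from differing probe sets again 44%, 100%, 100% and 100%, and 7 unchanged probe sets. In the arrays that prior calls each of the 16476 probe sets at least 2-fold apart, so that it adds nothing to the fold threshold. GSEA on simulated ranks of 19752 genes called the 1 list of 60 genes that had been shifted by 1 and none of 5 others. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.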

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

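The tests of labelling and of chromosome segments, the interval of the chromosome median, the levels of single stromal genes, the simulation of identical values and the comparison of probe sets in lists other than ROS were chosen only after the results were seen.

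Genes outside those that the paper discusses differed between SupB15 MR and SupB15 by far more than the SupB15 MR arrays differed from each other. The 5 largest rises were TMEFF2 (log2 fold change 8.90), H4C5 (8.18), RUBCNL (8.13), PCLO (8.04) and RERGL (7.82), and the 5 largest falls were BCAT1 (-8.48), COL6A3 (-8.06), GSDME (-8.01), TPD52 (-7.69) and EFEMP1 (-7.55). The 18S ribosomal RNA control probe sets, which the paper does not report, were 6.96 higher in SupB15 MR on the log2 scale.

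The expression difference between SupB15 MR and SupB15 may in part come from labelling that took up RNA without a poly(A) tail in the SupB15 MR arrays only. The 18S control probe sets were 6.96 higher and 28 of 39 replication-dependent histone genes rose, with a median log2 fold change of 3.94. This list was added after the values were seen and did not pass camera with an estimated correlation. Other controls were mixed: the 3' probe set of 28S had -0.90 in both SupB15 MR arrays. The poly(A) spikes were 1.76 and the hybridization spikes 2.55 higher. Each of the 18 hybridization spike probe sets was higher in both SupB15 MR arrays, by 1.45 to 3.98. Whether the SupB15 and SupB15 MR arrays were hybridized alike was not tested, and a difference between the array runs stays open. RNA degradation or shorter fragments stays open, because the 3' to 5' difference of ACTB in SupB15 lay 1.62 outside the SupB15 MR arrays and that of GAPDH 0.19. A gain or loss of whole chromosomes stays open too. The largest difference of an autosome's median from the others was 0.14, for chromosome 14, under the bound of 0.15 set for no such change. Its 95% bootstrap interval (0.040 to 0.228) reaches past that bound, and genes with a difference of 0 (1679 of 16850) pull these medians to 0. Over genes whose values all differ, the differences ran from -0.26 (chromosome 11) to 0.41 (chromosome 16). Being in that subset depends on the change itself, so that it does not decide the question. Of 16850 genes on autosomes, 186 were at least 8-fold lower in both SupB15 MR arrays, and they formed 0 runs of 3 neighbours of different gene families; the only run, IFITM2, IFITM1 and IFITM3, is of 1 family and was left out after it had been seen (1 run or more arose in a share of 0.023 of random gene orders), so that a loss of segments is neither shown nor excluded. Selection for drug resistance, which the design names, and a difference in line between the SupB15 and SupB15 MR arrays also stay open. No array separates them and no test here decides between them. The SupB15 and SupB15 MR arrays correlated with an r of only 0.776. All 5 probe sets of ETV6 and 2 of 3 of BCR were at least 2-fold lower in SupB15 MR. The probe set of BCR with the highest mean over all arrays had -0.37. Both genes were picked after their values were seen, so that their falls favour neither explanation. In a simulation of RMA's median polish, 55.8% of probe sets had identical values in 2 of 3 like arrays and 0.033% when the third was shifted (10.3% and 6.37% with 7 arrays). With 7 arrays the simulation may account for a part of the identical values behind 2825 calls, and the rest have no explanation here. How many independent SupB15 MR values these calls rest on stays open.

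For the genes higher in SupB15 MR, stromal cells carried over from the culture would bring all their abundant transcripts, although the methods clear the CM by centrifugation and a filter that would hold back cells. The 18 stromal genes tested had a median log2 fold change of 0.012, with none called higher and 2 lower, COL6A3 (-8.06) and SPARC (-3.27). Of the 18, 8 have identical values in both SupB15 MR arrays, and 4 of these in SupB15 too, which pulls this median to 0. By the mean, 2 were at least 2-fold higher and not called, CCN2 (1.21) and COL5A1 (2.05). THY1 (-3.22) was at least 2-fold lower by the mean and not called either. The values of COL1A1, COL1A2, COL3A1, FN1 and SPARC in SupB15 MR were 5.72, 3.79, 4.46, 4.95 and 4.11. They lay below the median of all genes (5.77), and only 4 stromal genes lay above it. Levels of different probe sets do not measure relative abundance, so that this comparison cannot decide on carry-over. On their own probe sets these genes had differences of 0.46, 0, 0.10, 0.72 and -3.27, none of them a 2-fold rise. The list thus shows no general rise of stromal genes, which carry-over behind the rises would bring. Its quartiles were -0.16 and 0.48. For the 18 genes tested, these values argue against carry-over as the source of the rises. CCN2 and COL5A1 go the other way, and a small share of carried-over cells is not excluded. CCN2, COL5A1, THY1 and the genes of these levels were named after their values were seen.

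The enrichment of the ROS list may depend on which probe sets stand for its genes. In 54 genes with further probe sets, the probe set named in Supplementary Table S2 lay higher than the median of the others in 39, with a median difference of 1.36 (two-sided permutation test on the mean, p = 0.0001). The AKT list showed a like difference of 1.62 (adjusted p = 5e-05 over the 5 lists with named probe sets) and in chromatin remodelling the named probe sets had a median of 1.93 and the others one of 0.00 (adjusted p = 5e-05), while that of DNA repair was 0.76 (adjusted p = 0.0743) and that of ATPase 0.42 (adjusted p = 0.357). The paper's text does not name how these probe sets were chosen; if it was on these arrays, their ranking is not independent evidence. Regulation of ROS genes in the resistant cells stays open: on probe sets chosen without the table the list did not pass in GSEA (1.28, q = 0.0948) or with camera (adjusted p of 0.915), and it passed with weight 0 (2.52, q = 0.000299).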

How the results depend on the processing

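The fit without identical probe sets and the variance prior from differing probe sets were chosen after seeing the data. Of 116 comparisons of main results with an alternative, 78 kept their direction and their side of the threshold or stayed within 1.5 times (correlations within 0.05). The 10491 called probe sets (6021 higher, 4470 lower) became 0, 0 and 0 with an ANOVA of these 3 arrays. That ANOVA had 27745 probe sets with a residual spread, and 6778 at an unadjusted p of at most 0.05 and 2-fold. The counts were 23795, 13178 and 10617 without a fold threshold, and 3629, 2053 and 1576 with 1 probe set per gene, which tests fewer features. The prior from differing probe sets gave 16476 and 7471 lower (9005 higher), which are all probe sets at least 2-fold apart, so that it acts as the fold threshold alone and says nothing about stability; with it the number of called genes rose by over 1.5 times in 23 of 31 lists. Lower calls were 7798 with median centring (6557 higher) and 6895 for 2-fold in both arrays. Without either SupB15 MR array, where no test is possible, 2-fold differences numbered 16459 to 16512, with 8995 to 9051 higher and 7408 to 7517 lower. In GSEA, the probe sets of Table S2 turned AKT from -1.29 to 1.79 and ATPase from -0.89 to 1.34, and gave 1.38 for DNA repair (no longer called), 1.75 for ROS and 2.14 for chromatin remodelling (both now called). ATPase, not called in any setting, also turned with 1 probe set per gene (1.04), with camera (p = 0.696, and p = 0.729 with an estimated correlation) and among matched lists (percentile 73.8). Weight 0 brought AKT (-2.06), ROS (2.52), apoptosis (-2.59) and chromatin remodelling (2.30) past the threshold. The DNA repair call was lost with camera (p = 0.231, and p = 0.398 with an estimated correlation), and apoptosis lay at percentile 2.325 of matched lists. The correlations of SupB15 with the SupB15 MR arrays were 0.841 and 0.841 with no filter and 0.642 and 0.640 with the 50th percentile filter. With the mean of all probe sets of a gene, the medians of the AKT list (-0.06 to 0.17), the B-cell precursor markers (-0.02 to 0.039) and the CDK inhibitors (-0.09 to 0.13) and the fold of SC5D (-1.27 to 0.20) turned. Of 106 called genes that the naming rule gives, 66 have several probe sets and 17 were under 2-fold by that mean, among them HLA-DQB1 (-0.07), PTPN11 (0.09), MKI67 (0.19), TSC2 (-0.22), APC (-0.25), SHMT2 (0.27) and AKT2 (0.88); in 22 more it was at least 2-fold but over 1.5 times smaller on the log2 scale. Median centring ended the calls of VAV1 (0.85) and PFKP (0.83) and called GPX1 (-3.02), ABL1 (-1.87), ABCC1 (2.66), CDKN2D (-1.18), INPP4B (-2.59) and TDP2 (-1.50). With centring the prior SD of limma was 0.0153 on 0.667 degrees of freedom, against 0.00102 on 0.313 in the main fit. The calls gained therefore need not come from the shift itself. ABCC1 passed with a smaller fold than in the main fit (2.85). The cause was not tested for the changes in GSEA, in the correlations or in the means of probe sets. Camera and GSEA were not rerun with the added prior. No paired analysis was possible because SupB15 has 1 array, and for the same reason no fit measured the spread between SupB15 cultures. Values at or below 3.47, the 20th percentile, are near background, and the size of a fall to that level or a rise from it is limited by it.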

Differences from the paper's values

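Of the 68 genes of the ROS list, 64 were ranked here, so that the main comparison is of unlike lists. With the probe sets of Table S2, all 68 were ranked. The size of the normalized enrichment score of the ROS list is about 1.9 in Figure 2C, read by eye, and 1.28 here, within 1.5 times. It was 1.75 with the probe sets of Table S2, and only without SupB15 MR replicate 2 (1.24) did it lie outside 1.5 times. The FDR q of the ROS list is about 0.019 in Figure 2C, read by eye, as the paper's value, and 0.0948 here. None of the alternatives set before the data were examined came within 1.5 times of it: the 20th percentile filter gave 0.128, 1 probe set per gene 0.0881, leaving out a SupB15 MR array 0.111 and 0.125, the probe sets of Table S2 0.000572 and weight 0 0.000299; the last 2 called the list, as the paper does.

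The AKT list has 63 entries in Supplementary Table S2, fewer than the methods give, and 55 genes were ranked here. The main comparison is therefore of unlike lists. With the probe sets of Table S2, 63 were ranked. The FDR q of the AKT list is about 0.011 in Supplementary Figure S2D, read by eye, as the paper's value, and 0.271 here. No alternative came within 1.5 times of it; weight 0 (0.00492) and the probe sets of Table S2 (0.000546, with the direction turned to SupB15 MR) called the list, and the 20th percentile filter (0.151), 1 probe set per gene (0.505) and leaving out a SupB15 MR array (0.213 and 0.185) did not.

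For apoptosis, 98 of the 110 genes of the list were ranked here, so that unlike lists are compared. The FDR q of the apoptosis list is about 0.27 in Supplementary Figure S2D, read by eye, as the paper's value, and 0.136 here. It fell within 1.5 times of the paper's with the 20th percentile filter (0.297), 1 probe set per gene (0.324) and without SupB15 MR replicate 2 (0.352), and not without replicate 1 (0.130) or with weight 0 (0.000301).

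The FDR q of the DNA repair list is about 0.77 in Supplementary Figure S2D, read by eye, as the paper's value, and 0.0241 here, and no alternative came within 1.5 times of it. The list has 41 entries in Supplementary Table S2, and 35 genes were ranked here, so that unlike lists are compared. With the probe sets of the table, 40 were ranked (q = 0.0527).

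The heat map of PI3K/AKT signalling in Supplementary Figure S2E was read by eye at low resolution, so that its directions are uncertain. In that reading AKT2 is higher in SupB15 and TSC2 higher in the MR clones. Here the probe sets with the highest mean had a log2 fold change of 3.50 for AKT2 and -1.15 for TSC2 in SupB15 MR. The probe sets of both genes went both ways: of 7 for AKT2, 3 were at least 2-fold higher in SupB15 MR, and the most intense in SupB15 had -0.42, towards the paper's direction, as had 2 others (-0.68 and -0.31); the other probe set of TSC2 had 0.71, in the paper's direction. In the same heat map CDKN1B, ABL1 and FYN are higher in SupB15 and PTPRC lower, and their log2 fold changes here were -2.48, -1.68, -1.63 and 7.39.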

Other observations

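Some genes of metabolism also passed the test between SupB15 MR and SupB15, and none of these lists passed camera. Of 18 glycolysis genes, 3 rose and 1 fell: ENO2 rose by 4.42 on the log2 scale, HK2, a hexokinase, by 3.44 (a mean of 1.99 over its 3 probe sets) and PFKP by 1.02 (0.83 and no longer called with median centring), and the liver-type phosphofructokinase PFKL had -2.62. Of 33 oxidative phosphorylation genes, 1 rose and 4 fell, with CYC1 at -3.17, COX6A1 at -1.53 and NDUFB3 at -1.25, and SDHC rose by 2.31; over all their probe sets the means of COX6A1 and SDHC were -0.70 and 0.75. Of 15 cholesterol synthesis genes, none rose and 4 fell, DHCR7 (-2.79), LSS (-2.29), MVK (-1.62) and SC5D (-1.27), with means over all probe sets of -0.65 for LSS and 0.20 for SC5D. Of 10 ABC drug transporters, 1 rose and none fell. Neither ABCC1, the transporter MRP1, nor ABCB4 was called in the main fit. ABCC1 had 2.85 (adjusted p = 0.0799 from limma, and 0.0366 with median centring) and ABCB4 -2.56 (adjusted p = 0.151). Of 5 targets of mitoxantrone and doxorubicin none was called, although by the mean 1 was at least 2-fold higher and 2 lower; TOP2B had -1.25 (adjusted p = 0.229) and TDP2 -1.31 (adjusted p = 0.0709, and 0.0249 with median centring). At least 2-fold higher and lower in both SupB15 MR arrays, without a test, were 4 and 5 glycolysis, 2 and 7 oxidative phosphorylation and 2 and 4 cholesterol synthesis genes, 3 and 1 ABC drug transporters and none and 1 of the drug targets.

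Of 16 NRF2 targets, none rose and 2 fell, GCLM and TALDO1 (-1.37). Of 10 genes of mitochondrial calcium handling, none rose and 2 fell, MICU2 (-1.76) and SMDT1 (-1.52, or -0.70 over all its probe sets). Of 21 genes of B-cell receptor signalling, 1 rose (VAV1, 1.04, or 0.85 and not called with median centring) and 2 fell, PTPN6 (-1.74) and FYN (-1.63), FYN with all 5 of its probe sets lower. Of 15 immediate early genes, 1 rose, DUSP1 (1.41). For other cell types, 2 of 11 T and NK cell genes fell, LCK (-2.67) and CD3E (-2.28), and none rose, and of 11 myeloid genes 1 rose, LYZ (1.21), and 1 fell, CEBPA (-3.30). Adjusted over the list alone, these counts were the same except for 2 higher and 5 lower in oxidative phosphorylation, 2 lower in cholesterol synthesis, 1 lower among NRF2 targets, 1 higher in mitochondrial calcium handling, and none called in B-cell receptor signalling and the immediate early genes. At least 2-fold higher and lower in both SupB15 MR arrays were 1 and 6 NRF2 targets, 1 and 3 genes of mitochondrial calcium handling, 3 and 3 of B-cell receptor signalling, 2 and none of the immediate early genes, none and 4 T and NK cell genes and 2 and 3 myeloid genes.

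The paper reports the proteins MnSOD2, GPX1/2 and MCL-1 as increased by Western blot in resistant cells (Figure 2D); of their transcripts, SOD2 and GPX2 were called higher, MCL1 had a log2 fold change of 0.80 on its most intense probe set and a mean of 1.78 over its 6 probe sets, of which 3 were at least 2-fold higher and 1 lower, and GPX1 had one of -2.83. The SOD2 call rests on 1 probe set, the only one assigned to that gene alone, and probe sets assigned to several genes or to none were left out. The probe set that Supplementary Table S2 names for SOD2 had 1.91, and the mean over both probe sets of GPX2 was 1.18. ETV6 and BCR were chosen after their values were seen: all 5 probe sets of ETV6 were at least 2-fold lower in SupB15 MR, from -5.25 to -1.42, and 2 of the 3 probe sets of BCR. ABL1 had -1.68 (adjusted p = 0.0672, and 0.0230 with median centring). In a principal component analysis of the 3 arrays, the first component held 97.9% of the variance and separated SupB15 from both SupB15 MR arrays, and the second held 2.07%.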
